# Whole-transcriptome sequencing and ceRNA interaction network of temporomandibular joint osteoarthritis

**DOI:** 10.3389/fgene.2022.962574

**Published:** 2022-10-05

**Authors:** Fan Wu, Yanxin An, Libo Zhou, Yuqing Zhao, Lei Chen, Jing Wang, Gaoyi Wu

**Keywords:** temporomandibular joint osteoarthritis, noncoding RNA, competitive endogenous RNA, high-throughput sequencing, interaction network

## Abstract

**Purpose:** The aim of this study was to conduct a comprehensive transcriptomic analysis to explore the potential biological functions of noncoding RNA (ncRNAs) in temporomandibular joint osteoarthritis (TMJOA).

**Methods:** Whole transcriptome sequencing was performed to identify differentially expressed genes (DEGs) profiles between the TMJOA and normal groups. The functions and pathways of the DEGs were analyzed using Metascape, and a competitive endogenous RNA (ceRNA) network was constructed using Cytoscape software.

**Results:** A total of 137 DEmRNAs, 65 DEmiRNAs, 132 DElncRNAs, and 29 DEcircRNAs were identified between the TMJOA and normal groups. Functional annotation of the DEmRNAs revealed that immune response and apoptosis are closely related to TMJOA and also suggested key signaling pathways related to TMJOA, including chronic depression and PPAR signaling pathways. We identified vital mRNAs, including *Klrk1, Adipoq, Cryab*, and *Hspa1b*. Notably, *Adipoq* expression in cartilage was significantly upregulated in TMJOA compared with normal groups (10-fold, *p* < 0.001). According to the functional analysis of DEmRNAs regulated by the ceRNA network, we found that ncRNAs are involved in the regulation of autophagy and apoptosis. In addition, significantly DEncRNAs (lncRNA-COX7A1, lncRNA-CHTOP, lncRNA-UFM1, ciRNA166 and circRNA1531) were verified, and among these, circRNA1531 (14.5-fold, *p* < 0.001) and lncRNA-CHTOP (14.8-fold, *p* < 0.001) were the most significantly downregulated ncRNAs.

**Conclusion:** This study showed the potential of lncRNAs, circRNAs, miRNAs, and mRNAs may as clinical biomarkers and provides transcriptomic insights into their functional roles in TMJOA. This study identified the transcriptomic signatures of mRNAs associated with immunity and apoptosis and the signatures of ncRNAs associated with autophagy and apoptosis and provides insight into ncRNAs in TMJOA.

## 1 Introduction

The temporomandibular joint (TMJ) is the only linkage joint in the human body that performs complex actions, such as opening, closing, chewing and speaking (Tamimi et al., 2018). Temporomandibular joint osteoarthritis (TMJOA) is a chronic progressive disease characterized by cartilage degradation, subchondral bone remodeling and osteophyte formation. The clinical symptoms of TMJOA include limited mandibular movement, impaired occlusal function and joint pain (Pinto et al., 2009; Schiffman et al., 2014), which seriously affect personal daily activities, psychosocial functions and quality of life. The incidence rate of TMJOA is 22%–38%, and the incidence of this disease is increasing (Peck et al., 2014). TMJOA is a multifactorial joint disorder that includes age, joint overload, trauma and psychological factors (Wang et al., 2015; Florjanski and Orzeszek 2021). At present, due to the lack of effective treatment methods (de Souza et al., 2012; Wang et al., 2015), it is necessary to further explore the unknown molecular mechanisms underlying TMJOA and discover potential biomarkers and new therapeutic targets.

Currently, an increasing number of scholars are paying attention to the roles of noncoding RNAs (ncRNAs) (particularly lncRNAs and circRNAs) in the occurrence and development of diseases, including tumors (Wang et al., 2019), periodontitis (Yu and Chi 2021), and osteoarthritis (Li et al., 2019). LncRNAs are RNA molecules with a length of more than 200 bases and lack protein-coding capacity (Marchese et al., 2017). It has been reported that lncRNAs can regulate gene expression through diverse mechanisms. CircRNAs are a type of RNA with a closed ring structure that is formed by RNA reverse splicing and exon or intron circularization (Memczak et al., 2013). CircRNAs are conserved, abundant and specifically expressed in certain tissues. Recent studies have revealed that lncRNAs and circRNAs participate in the initiation, progression and prognosis of TMJOA (Zhu et al., 2020; Zhu Y. et al., 2021). Exploring the roles of lncRNAs and circRNAs may facilitate important progress in the diagnosis and treatment of TMJOA.

Recent studies have described an intricate interplay among diverse RNA species. All RNA transcripts that contain miRNA-binding sites can communicate with and regulate each other by competing specifically for shared miRNAs and thus acting as competing endogenous RNAs (ceRNAs). The ceRNA hypothesis was first proposed by Professor PierPaolo Pandolfi in 2011 (Salmena et al., 2011). LncRNAs and circRNAs can act as ceRNAs or natural miRNA sponges and compete for binding to miRNAs to influence the expression of target genes (Hansen et al., 2013). CeRNA activity forms a large-scale and complex posttranscriptional regulatory network in the entire transcriptome, which greatly expands the functional genetic information in the genome (Smillie et al., 2018). Therefore, the study of ceRNA networks will open up new avenues for exploration of the molecular mechanism, diagnosis, and treatment of TMJOA in the future.

In a previous sequencing study of TMJOA samples, He et al, (2018) performed RNA-seq of condylar cartilage of rats. Condylar cartilage is the main lesion in TMJOA and can more effectively describe the pathological changes in TMJOA. Kang (2021) performed RNA-seq of peripheral blood mononuclear cells from humans. Inflammation and immune-related changes in peripheral blood mononuclear cells of TMJOA can indirectly reflect the pathological changes of TMJOA. Compared with condylar cartilage, peripheral blood samples are easier to obtain from humans, and thus, these samples can be feasibly used and have important clinical significance. However, the focus of these previous study was on transcriptome sequencing of mRNA. TMJOA is a complex regulatory network of interactions between diverse RNAs. Zhu et al, (2020) analyzed the expression profile of circRNAs in synovial tissues from human patients with TMJOA and established a ceRNA network by predicting the binding sites with miRNAs. Whole transcriptome sequencing of TMJOA was not performed in the abovementioned studies, and the construction of the ceRNA regulatory network of TMJOA remains to be explored. Therefore, we performed whole-transcriptome sequencing of the condylar cartilage of rats to obtain whole gene expression profiles and construct a ceRNA network to provide new insights for exploring the etiology of TMJOA.

In this study, high-throughput sequencing (HTS) was performed to determine the expression profiles of differentially expressed (DE) lncRNAs, circRNAs, miRNAs and mRNAs. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the differentially expressed mRNAs were performed to detect the major functions of significant DE genes (DEGs). Furthermore, two ceRNA regulatory networks (a lncRNA‒miRNA-mRNA network and a circRNA-miRNA‒mRNA network) were established to explore the relationship between ncRNAs and mRNAs. The expression of several genes was validated. The functions of these genes need to be further studied to provide a reference for exploring the etiology of TMJOA.

## 2 Materials and methods

### 2.1 Animal model and sample collection

Female Sprague–Dawley (SD) rats (aged six weeks, weighing 160–180 g) were provided by the animal center of the Fourth Military Medical University, and the related experiments were approved by the ethics committee. Eighteen rats were divided into a control (CON) group and a unilateral anterior crossbite (UAC) group (Zhang et al., 2016). All procedures were performed under sodium pentobarbital anesthesia, and the animals were euthanized 8 weeks later. The condylar cartilage was carefully harvested, the blood and stains on the tissue surface were washed away with cold normal saline, and the samples were stored in liquid nitrogen until further use. Three samples were harvested from each group, and this process was repeated three times. The study was reviewed and approved by the Ethics Committee of Hospital of Stomatology of Shandong University.

### 2.2 Total RNA extraction and quality detection

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, United States) following the manufacturer’s procedure. The RNA concentration and purity of each sample were quantified using a NanoDrop ND-1000 (NanoDrop, United States). The RNA integrity was assessed by an Agilent 2100 Bioanalyzer (Agilent Technologies, United States) with RIN >7. Ribosomal RNA was depleted from approximately 5 µg of total RNA using the Ribo-Zero™ rRNA Removal Kit (Norgen, Canada) according to the instructions.

### 2.3 Whole-transcript sequencing analysis and identification of DEGs

Library construction was performed following standard protocols, and sequencing was performed using the Illumina HiSeq 4000 platform by Lianchuan Biotechnology Co., Ltd. (Hangzhou, China). Cutadapt (http://cutadapt.readthedocs.org/en/stable/guide.html) was used to remove the reads that contained adaptor contamination, low-quality bases and undetermined bases. The sequence quality was then verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We used Bowtie2 and Hisat2 to map the reads to the genome of the samples. The mapped reads of each sample were assembled using StringTie. All the transcriptomes of the samples were then merged to reconstruct a comprehensive transcriptome using Perl scripts. After the final transcriptome was generated, StringTie and edgeR were used to estimate the expression levels of all the transcripts. StringTie was used to determine the expression levels of mRNAs, miRNAs, lncRNAs, and circRNAs by calculating FPKM values. The DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs with log2 (fold change) > 1 or log2 (fold change) < -1 and with statistical significance (*p* value <0.05) were identified sing the R package edgeR.

### 2.4 Functional enrichment analysis of DEGs

GO analysis was performed for gene function annotation. Enrichment scores were calculated as the negative logarithm of the *p* value and used to determine the statistical significance of the GO term clusters targeted by the DE genes. KEGG analysis was performed to determine the biological pathways in which the genes in the network were involved, as quantified by the enrichment score.

### 2.5 Construction and analysis of the ceRNA network

Based on the ceRNA theory, we constructed a ceRNA regulatory network for the DEncRNAs and DEmRNAs to show the regulatory relationships among lncRNAs, circRNAs, miRNAs, and mRNAs. TargetScan (version 5.0) and miRanda (version 3.3a) were used to predict miRNA binding seed sequence sites, and the ceRNA network, which consisted of lncRNA‒miRNA pairs, circRNA-miRNA pairs, and miRNA‒mRNA pairs with the same miRNA nodes, was visualized using Cytoscape (version 3.7.0).

### 2.6 Enrichment analysis of target genes in the ceRNA network

Target genes in the ceRNA network were identified using the same approach as that used for the functional enrichment analysis of the DEGs.

### 2.7 Validation of the expression of candidate lncRNAs, circRNAs and mRNAs by real-time quantitative polymerase chain reaction (RT–qPCR)

We performed RT–qPCR to verify the partial sequencing results. TRIzol (Invitrogen, 15596026) was used to extract total RNA from the condylar cartilage tissues of the control group and UAC group. The RNA was reverse transcribed into cDNA using PrimeScript™ RT Master Mix (TaKaRa, RR036A). Master qPCR Mix (SYBR Green I) (Tsingke, T-TSE201) was used for the RT‒qPCR analysis (ABI, Prism^®^ 7500) according to the manufacturer’s recommended conditions. The target RNA and reference gene expression levels in the samples were measured by RT‒qPCR. The data were analyzed by the 2^-△△CT^ method. The sequences of the primers used are shown in Table 1.

**TABLE 1:** Primer sequences for RT-qPCR analysis of differentially expressed mRNA, lncRNA and circRNA levels.

Name	Primer type	Primer sequence
ADIPOQ	Forward	TGT​CTG​TAC​GAG​TGC​CAG​TG
	Reverse	CCC​GGT​ATC​CCA​TTG​TGA​CC
KLRK1	Forward	ACC​GTC​TCA​CAG​AAA​CAG​CC
	Reverse	AGG​CTC​CCC​TTG​TTT​TAC​CG
CRYAB	Forward	TGG​CTC​CAG​AGA​ACA​AGG​ATG
	Reverse	CAG​GGA​TTT​GGC​AGG​GTG​AC
HSPA1B	Forward	TTC​TGG​CTC​TCA​GGG​TGT​TG
	Reverse	AAC​GCA​AAG​AAC​ATG​CAA​CCT
NRF-1	Forward	TTA​CTC​TGC​TGT​GGC​TGA​TGG
	Reverse	CCT​CTG​ATG​CTT​GCG​TGG​TCT
LncRNA-COX7A1	Forward	GAG​TCT​GAA​GGA​AGC​AGC​GA
	Reverse	GAT​CAC​GCC​TGT​CCC​TAC​AC
LncRNA-CHTOP	Forward	GCA​TAG​GCA​GGT​GGT​TAT​CTG​T
	Reverse	TCG​TCA​AAG​GAG​AGT​CCA​AGT
LncRNA-UFM1	Forward	TTT​GAG​TAC​CAG​GCG​GTT​CC
	Reverse	ACG​CTG​AGG​ACT​TTG​TAC​GG
CircRNA166	Forward	CTC​TGA​GTA​AGC​GGC​AGA​GCC​T
	Reverse	ATT​GCT​CAG​AAG​CAC​AGA​ATC​ACT​T
CircRNA365	Forward	CAG​CAT​CAG​CCA​AAA​GTC​CCA​T
	Reverse	AGA​AGG​TCC​GGG​AAG​ATC​AAG​TC
CircRNA1531	Forward	TTA​AGC​AGA​AAG​GAG​TGA​TGA​ACC​C
	Reverse	AGT​GGC​ATG​TTG​CTG​GGT​AGA​TT

### 2.8 Statistical analysis

Statistical analyses were performed with the GraphPad Prism 8 (GraphPad, United States) and SPSS 23.0 software packages (SPSS, United States). All the values are expressed as the means ± standard errors of the mean; a *p* value <0.05 was considered to indicate statistical significance.

## 3 Results

### 3.1 Overview of the transcriptome profiling

In view of the matrix degradation and cartilage degradation of TMJOA articular cartilage, the marker molecules *Col2al* and *Aggrecan* in the cartilage matrix were detected, and the expression of *Col2al* and *Aggrecan* was significantly decreased in the UAC group (Supplementary Figure S1). 

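Condylar cartilage of female Sprague-Dawley rats was sequenced as 3 CON and 3 UAC libraries, from rats aged 6 weeks at the start and killed 8 weeks later. Unilateral anterior crossbite is a dental procedure that loads the joint abnormally, and ribosomal RNA was removed before the libraries were made. How many rats went into a library is not named in the paper's text. The authors trimmed the reads with cutadapt, mapped them with Bowtie2 and Hisat2, assembled them with StringTie and tested the groups with edgeR at an unadjusted p under 0.05 and an absolute log2 fold change above 1, called the study's thresholds here. The deposited values used here are counts per gene, FPKM per gene and per lncRNA transcript, and junction read counts per circRNA. Genes and circRNAs were tested on counts with edgeR's quasi-likelihood test, and lncRNA transcripts on log2 FPKM with limma, each with Benjamini-Hochberg adjusted p values over all features tested. Gene lists were fixed before the deposited values were examined, though values of the paper's own genes in its supplementary tables had been seen. The lists were tested with camera at a preset correlation between genes and, as an alternative, with an estimated correlation. Gene count totals were 80960444 to 85923949 in CON (median 84723826) and 71524713 to 86523541 in UAC (median 72202281). The paper's Table 2 gives 81276116 to 86946982 valid reads in CON and 73421484 to 87888716 in UAC, and the values here use the count totals. Col1a1 alone took 7.72% to 10.9% of the counts of a library.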

RNA-seq was then performed to analyze the whole transcriptome characteristics of TMJOA and normal group. Q Sanger (Q value), which was the value used to evaluate the sample quality, was greater than 30 for six samples, the sequencing quality was relatively high, and the probability of the sequencing equipment causing a base error at a certain position was less than 0.1% (Figure 1). An average of 87339322 raw reads were generated in six samples, and 81864520 clean reads remained after filtering the unqualified sequences with cut adapter; the proportion of clean reads was 93.73%. The detailed quality control results are listed in Table 2.

**FIGURE 1:**
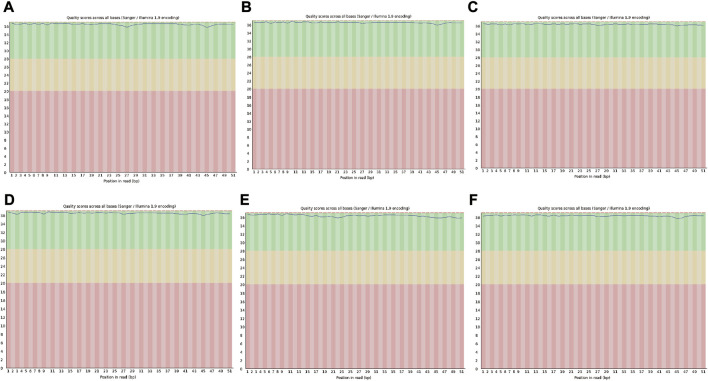
Quality evaluation of read lengths in sequencing files. **(A,B and C)** represent the CON group. **(D,E and F)** represent the UAC group. Proportion of bases with a quality value ≥ 30 (sequencing error rate of less than 0.001).

**TABLE 2:** Sequencing sequence statistics and quality control.

Sample	Raw data		Valid data		Valid Ratio (reads)	Q20%	Q30%	GC content%
	Read	Base (G)	Read	Base (G)				
CON1	92203214	13.83	86946982	13.04	94.30	99.97	97.84	48
CON2	85887700	12.88	81276116	12.19	94.63	99.97	97.95	48
CON3	91036064	13.66	85774768	12.87	94.22	99.97	97.97	48
UAC1	80126266	12.02	75879054	11.38	94.70	99.97	98.03	47
UAC2	94786056	14.22	87888716	13.18	92.72	99.97	98.03	48
UAC3	79996630	12.00	73421484	11.01	91.78	99.97	98.13	47

CON, control; UAC, unilateral anterior crossbite.

### 3.2 Analysis of DEGs by RNA-seq

Through high-throughput sequencing and associated bioinformatics analysis, we identified 137 DEmRNAs (112 upregulated and 35 downregulated), 65 DEmiRNAs (27 upregulated and 38 downregulated), 132 DElncRNAs (77 upregulated and 55 downregulated), and 29 DEcircRNAs (14 upregulated and 15 downregulated). 

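Morf4l2, which encodes a protein of chromatin-modifying complexes, rose in UAC. Its level was 17.5 ± 0.592 FPKM in CON and 73.8 ± 4.50 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 2.04 (standard error 0.09, adjusted p = 0.00443 from edgeR). It lies on chromosome X from 107394455 to 107405564, with the genome build not given in the sources used here. An assembled gene on the strand opposite Myo1e was listed at 0 in all 3 CON libraries and at 2.09 ± 0.426 FPKM in UAC, at least 598-fold higher in counts against a floor of 3 counts over the CON group (adjusted p = 0.0287 from edgeR). An assembled gene on the strand opposite Farp1 fell from 1.84 ± 0.588 to 0.115 ± 0.0195 FPKM, and one opposite Eif4g3 fell from 2.35 ± 0.801 to 0.252 ± 0.0260 FPKM (adjusted p = 0.0287 and 0.0398 from edgeR). The other members of the set of 6 genes called at an adjusted p under 0.05, 3 up and 3 down, were the assembled genes MSTRG.15267, which rose, and MSTRG.3687, which fell, and 5 of the 6 overlap another tested gene. MSTRG.15267 was at 0 in CON as well. Genes at 0 counts in all 3 libraries of a group and at 10 or more in each of the other numbered 9, and 8 to 19 in the splits that mix CON and UAC, so such a pattern was no more frequent between the groups than between mixed ones. Morf4l2 kept its call without each library in turn, with an adjusted p of at most 0.0288, whereas the genes opposite Myo1e, Farp1 and Eif4g3 kept theirs in 3, 1 and 1 of the 6 fits, MSTRG.15267 in 3 and MSTRG.3687 in 0. Of 30668 genes with a mean FPKM of at least 0.1, 2785 had an unadjusted p under 0.05, and 1738 without CON replicate 2. At the study's thresholds 368 genes were higher and 209 lower in UAC, of which 125 and 67 were protein coding. A minimum mean FPKM of 1 left 2 of the 6 calls. Of fits chosen after seeing the data, DESeq2 called 220 genes higher and 138 lower at an adjusted p under 0.05, and limma on log2 FPKM called 3 genes with a pseudocount of 0.1 (2 of them among the 6), 2 with a pseudocount of 1, 1 with 0.01 and 1 after quantile normalization, each of these 3 fits sharing 1 with the 6. The edgeR calls numbered 10 without CON replicate 1, 11 without CON replicate 2, 9 without CON replicate 3 and 14 without UAC replicate 2. Without UAC replicate 1 there were 5, and the protein-coding genes at the study's thresholds went to 116 higher and 191 lower.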

The overall distribution of DEGs can be observed by generating a volcano plot. Figure 2A shows the distribution of all the significantly DEmRNAs, DEmiRNAs, DElncRNAs, and DEcircRNAs in two dimensions (−log_10_ *p* value and log_2_ (fold change, FC)) in a volcano plot.

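Among lncRNA transcripts, ENSRNOT00000086821 of the locus LOC102549714 rose, from the listed value for absence, 0.0001, in all 3 CON libraries to 47.2 ± 16.7 FPKM in UAC (mean ± SD, n = 3, adjusted p = 1.43e-04 from limma). Its 3 CON values are equal at the listed floor and have an SD of 0, which narrows the error behind this p. The same locus, on chromosome 7, holds the lysozyme gene Lyc2 and another transcript, MSTRG.25663.1, at 15.3 ± 13.1 FPKM in CON and 0.639 ± 0.785 FPKM in UAC (adjusted p = 0.689 from limma). MSTRG.25663.1 was at 24.1, 21.6 and 0.259 FPKM in CON replicates 1, 2 and 3, so the locus was not silent in CON. These are values per transcript, and a change of the locus as a whole is not shown by them. No transcript fell at an adjusted p under 0.05. An intronic transcript opposite Mef2c, MSTRG.14762.2, had 7.69 ± 1.98 FPKM in CON and 1.01 ± 0.474 FPKM in UAC, with an adjusted p of 0.263 from limma. Of 12621 transcripts tested, 917 had an unadjusted p under 0.05, and 243 were higher and 109 lower at the study's thresholds. The median log2 fold change over all transcripts was 0.09 on the deposited FPKM, and after scaling by median ratios, which moved that median to 0.00, the counts became 191 and 148. With a pseudocount of 1 in place of 0.1 they were 80 and 43, and without UAC replicate 1 the lower transcripts numbered 190. Transcripts absent in all 3 libraries of a group and at an FPKM of 1 or more in each of the other numbered 4, against 2 to 10 in mixed splits. The calls at an adjusted p under 0.05 were 6 without CON replicate 1, 4 without CON replicate 2, 2 without CON replicate 3, 5 without UAC replicate 1, 2 without UAC replicate 2 and 1 without UAC replicate 3.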

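Among circRNAs, the intronic ciRNA56 and the intergenic circRNA1488 fell in UAC. ciRNA56, on chromosome 4 from 183498456 to 183537970, had 42, 56 and 61 junction reads in the 3 CON libraries and 0 in each UAC library, at least 61.1-fold lower against a floor of 3 reads over the UAC group (adjusted p = 0.0168 from edgeR). circRNA1488, on chromosome 10, had 12, 14 and 19 junction reads in CON and 0 in each UAC library, at least 17.3-fold lower (adjusted p = 0.0177 from edgeR). No circRNA rose at an adjusted p under 0.05. circRNA135, from the DNA repair gene Spidr, had 9, 4 and 4 junction reads in CON and 15, 16 and 19 in UAC, with an adjusted p of 0.251 from edgeR. At the study's thresholds 2 circRNAs were higher and 2 lower. Without CON replicates 1, 2 and 3 these counts were 1 and 2, 1 and 3, and 2 and 2, and without UAC replicates 1, 2 and 3 they were 1 and 4, 1 and 3, and 1 and 3. Of 7294 circRNAs, 5351 were seen in 1 sample alone and 53 held enough reads for the test, at 4310 to 6757 junction reads per library. Mixed splits gave 0 to 2 circRNAs with 0 reads in all 3 libraries of a side and 10 or more in each of the other, where CON against UAC gave 2. These floors cover counting error only. Leaving out any CON library, replicate 1, 2 or 3, gave 0 calls at an adjusted p under 0.05 in edgeR, with 3, 4 and 4 circRNAs at an unadjusted p under 0.05, and leaving out UAC replicate 1 gave 4. DESeq2 called 1 circRNA higher and 2 lower.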

**FIGURE 2:**
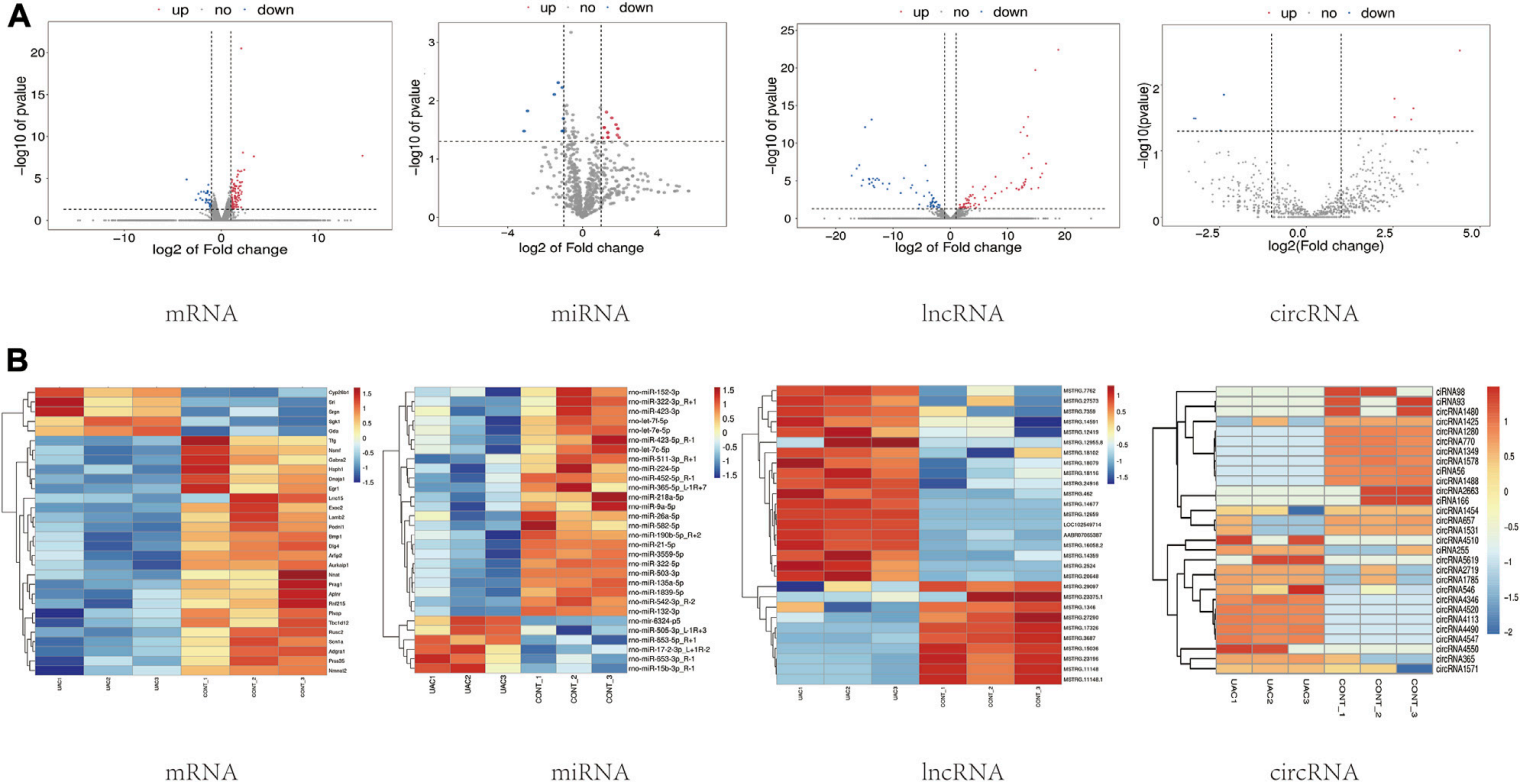
**(A)** Visual statistical results of differential gene analysis. Volcano plots of mRNA, miRNA, lncRNA, circRNA expression. Each dot in the graph represents a specific gene or transcript; the red dots represent significantly upregulated genes; the blue dots represent significantly downregulated genes, and the gray dots represent genes without significantly different expression. **(B)** Cluster analysis (heatmaps). Red and blue indicate up- and downregulation, respectively. “CONT” represents healthy controls, and “UAC” represents the temporomandibular joint osteoarthritis model.

### 3.3 Cluster analysis of RNA-seq data

To preliminarily explore the phenotypic differences associated with the different transcriptomes in normal and TMJOA cartilage, a heatmap was generated after z-conversion of the relative abundance values of the DEmiRNAs, DEmRNAs, DElncRNAs and DEcircRNAs. In the cluster analysis diagram, the trends in gene expression in the samples can be intuitively observed according to the color changes (log^2^FC ≥ 1; *p* value <0.05) (Figure 2B). Hierarchical clustering showed that the lncRNAs, circRNAs, miRNAs, and mRNAs were well distinguished between TMJOA patients and healthy controls. 

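UAC replicate 1 stood apart from the other 5 libraries when all 30668 tested genes were clustered. Acta1, the actin of skeletal muscle, was at 118 FPKM in that library, against 13.7 and 8.46 in UAC replicates 2 and 3 and 25.8 to 65.8 in CON. Among the other 5 libraries, the 3 CON libraries joined each other, and UAC replicates 2 and 3 joined each other, before the groups met. The mean Pearson correlation of log2 FPKM was 0.903 between libraries of the same group and 0.899 between groups, a difference of 0.00416 (exact permutation test over 10 splits, 1-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The next highest split gave 0.00132. The difference was 3.76e-04, 3.90e-05 and 0.00126 without CON replicates 1, 2 and 3, and 0.00769, 0.00832 and 0.00729 without UAC replicates 1, 2 and 3. Of the tested genes, 3017 had all 3 UAC libraries above all 3 CON libraries and 1799 had all below, together 15.7%. For a single gene with no difference between the groups the rate is 10%. Genes are correlated and mixed splits were not counted for this measure, so whether 15.7% is an excess cannot be told. The counts rest on the deposited FPKM, whose median log2 fold change over the tested genes was 0.03 in limma. Over the 577 genes at the study's thresholds, the 3 CON libraries and the 3 UAC libraries formed separate clusters, with mean correlations of 0.824 within and 0.542 between groups. Those genes were chosen because they differ between the same groups, so that separation is not independent evidence. Igsf9, an adhesion protein of the immunoglobulin superfamily, was among them with 0.655 ± 0.0200 FPKM in CON and 0.280 ± 0.0163 FPKM in UAC (adjusted p = 0.287 from edgeR).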

Obvious differences in the DEGs profiles were found between the two groups. The results from the cluster analysis were similar to the DEGs filtering results.

### 3.4 Functional enrichment analysis of DEGs

The functions of lncRNAs, circRNAs, and miRNAs are mainly to regulate the expression of mRNAs. Therefore, we performed GO and KEGG analyses using Metascape software to assess the molecular functions of the DEmRNAs to reveal the roles of the DElncRNAs, DEcircRNAs, and DEmiRNAs. The top 20 GO items are shown in Figure 3A. The top GO terms enriched in the upregulated mRNAs were innate immune response, immune response, extracellular space, and defense response to bacterium. 

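Genes annotated to the immune terms lay higher in UAC. Lyz2, the lysozyme of macrophages and neutrophils, was at 782 ± 96.9 FPKM in CON and 1231 ± 265 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 0.61 (adjusted p = 0.465 from edgeR). Jchain, which joins secreted IgA and IgM, was at 55.2 ± 14.6 FPKM in CON and 121 ± 20.6 FPKM in UAC, and Ly86, a partner of a Toll-like receptor homolog, at 1.61 ± 0.222 FPKM in CON and 3.05 ± 0.575 FPKM in UAC, with adjusted p of 0.441 and 0.448 from edgeR. The median log2 fold change was 0.30 over 182 genes of innate immune response (adjusted p = 4.59e-15 from camera). This call was lost by a small margin (adjusted p = 0.0558 with an estimated correlation, and 3.93e-18 to 0.0558 over the alternatives taken singly), and the median was 0.16 without UAC replicate 1. For 193 genes of immune response the median was 0.62 and for 107 genes of defense response to bacterium 0.87 (adjusted p = 1.83e-22 and 4.36e-30 from camera). Those calls held with an estimated correlation, at an adjusted p of 0.0427 for each, the highest over their alternatives taken singly, which went down to 3.34e-26 and 4.49e-33. At the study's thresholds 23, 40 and 22 genes of the 3 terms were higher, where 2.18, 2.32 and 1.28 would be expected among all tested genes. The 633 genes of extracellular space held 45 higher genes where 7.60 would be expected (Fisher's exact test, 1-sided, adjusted p = 3.42e-21), but their median log2 fold change was -0.02, their mean 0.15, and camera gave an adjusted p of 0.233, and 0.0743 to 0.583 over all alternatives.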

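Immunoglobulin genes made up most of the higher genes of these terms at the study's thresholds. In numbers, 21 of 23 in innate immune response, 39 of 40 in immune response, 21 of 22 in defense response to bacterium and 39 of 45 in extracellular space also carry the term immunoglobulin production or phagocytosis, recognition. Without those immunoglobulin genes, a setting chosen after seeing the data, the medians were 0.05 over 113 genes of innate immune response, 0.16 over 97 of immune response and 0.23 over 37 of defense response to bacterium (adjusted p = 0.0227, 5.81e-04 and 1.18e-04 from camera). With an estimated correlation as well, the adjusted p were 0.291, 0.161 and 0.0920. The paper chose these terms on the same libraries, so their direction here is not independent evidence. CON against UAC called 8 of the 9 GO terms the paper names at the preset correlation. Splits that mix CON and UAC called 8, 7, 7, 6, 7, 7, 6, 0 and 1.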

The top GO terms enriched in the downregulated mRNAs were muscle contraction and transition between fast and slow fibers. In addition to the basic cellular activities, immune-related biological processes, such as phagocytosis, recognition, complement activation, classical pathway, and immunoglobulin production, were also identified from the GO enrichment analysis, particularly from the analysis of the upregulated genes (Supplementary Table S1).

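Tnnt1, Myom3 and Csrp3, named for their small p in a muscle list, encode proteins of striated muscle. They were lower in each UAC library than in any CON library. Tnnt1, the troponin T of slow muscle fibers, was at 1.91 ± 0.788 FPKM in CON and 0.556 ± 0.112 FPKM in UAC (mean ± SD, n = 3 each), with a log2 fold change of -1.82 and an adjusted p of 0.448 from edgeR. Myom3, a protein of the sarcomere's M-band, was at 0.953 ± 0.287 FPKM in CON and 0.363 ± 0.0838 FPKM in UAC, and Csrp3, a Z-disc protein, at 1.89 ± 0.412 FPKM in CON and 0.791 ± 0.217 FPKM in UAC (adjusted p = 0.448 and 0.449 from edgeR). Over the 38 genes of muscle contraction, the median log2 fold change was -0.23 (adjusted p = 1.15e-05 from camera). That median was -0.07 without CON replicate 2, -0.97 without UAC replicate 1, -0.01 without UAC replicate 2 and -0.04 without UAC replicate 3. The term's call was lost at the estimated correlation (adjusted p = 0.212 with an estimated correlation, and 2.14e-15 to 0.212 over all alternatives). At the study's thresholds 4 of its genes were lower, where 0.259 would be expected (Fisher's exact test, 1-sided, adjusted p = 2.90e-04). The term transition between fast and slow fiber had 3 tested genes with a median of -1.82 (adjusted p = 1.80e-04 from camera). With an estimated correlation it had an adjusted p = 0.0648, and 4.70e-06 to 0.0648 over all alternatives. The paper chose both terms on these libraries, so their direction is not independent evidence.
Of 66 measured genes of a skeletal and cardiac muscle list, 9 were lower and 0 higher at an unadjusted p under 0.05 from edgeR, 7 were lower at the study's thresholds, 0 passed when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 4 lower in DESeq2. The list's median log2 fold change was -0.20 and its mean -0.39 (adjusted p = 8.07e-07 from camera). This call, too, was lost with an estimated correlation (adjusted p = 0.495 with an estimated correlation, and 7.12e-28 to 0.495 over all alternatives). At the preset correlation, splits that mix CON and UAC called 2 to 18 gene lists, and CON against UAC called 17. Against the CON mean, the list's median level was 0.69 in UAC replicate 1, -1.06 in UAC replicate 2 and -1.28 in UAC replicate 3, on the log2 scale. The list holds 3 genes of the paper's Table S2, which the study picked on these libraries (Cryab and the loci of Tnni3 and Myh6), and 9 of its Table S1, Tnnt1, Myom3 and Csrp3 among them, and shares 3 genes with the list of chaperones. The list's median log2 fold change was -0.01 without CON replicate 2, -0.40 without CON replicate 3, -1.46 without UAC replicate 1, 0.09 without UAC replicate 2 and 0.00 without UAC replicate 3, and camera called it lower in each of these fits. Mb, the myoglobin of striated muscle, was at 47.2, 8.84 and 6.96 FPKM in the UAC libraries and 42.1 ± 15.9 in CON.

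**Figure D1:**
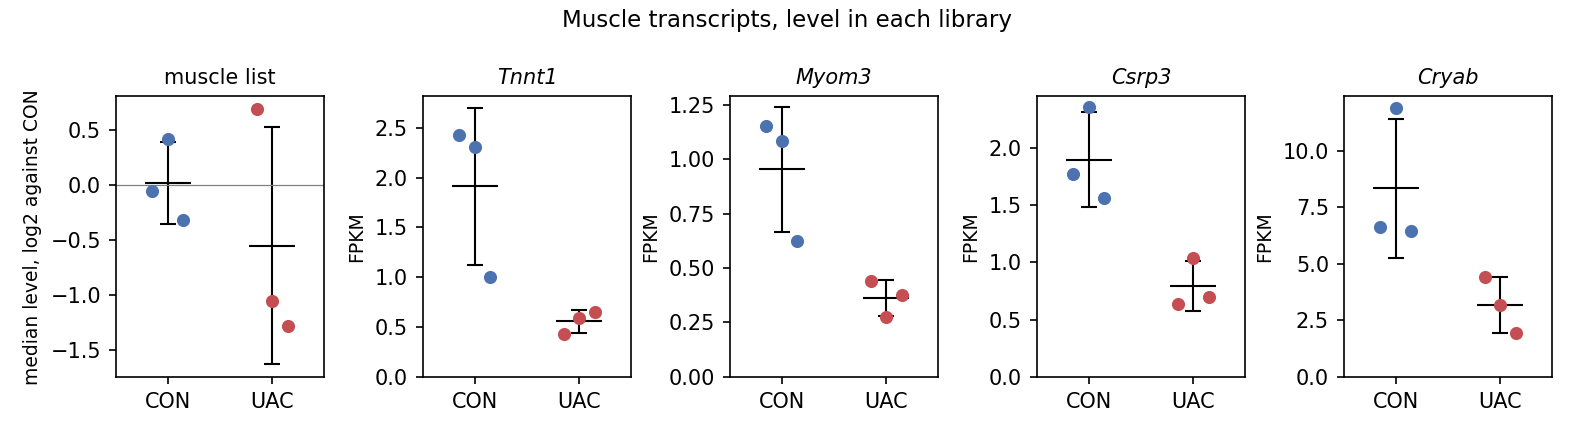
Level of muscle transcripts in each library. The left panel gives the median over the muscle list on the log2 scale against the CON mean, and the other panels FPKM of Tnnt1, Myom3, Csrp3 and Cryab; dots are libraries, and the line and bars are the mean ± SD of 3 libraries. UAC replicate 1 sits above CON for the list, at 0.69, but not for the 4 genes. Those 4 genes have the smallest p in the list, which favors low values in every UAC library.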

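Immunoglobulin genes lay higher in UAC as a group. Of 170 tested genes that carry the term immunoglobulin production or phagocytosis, recognition, 77 were higher and 2 lower at an unadjusted p under 0.05 from edgeR, and 60 were higher at the study's thresholds. RGD1563231, similar to an immunoglobulin kappa variable chain, was at 12.9 ± 1.58 FPKM in CON and 28.4 ± 1.29 FPKM in UAC (mean ± SD, n = 3 each), and AABR07051726, a gene of the term immune response, at 1.80 ± 0.481 FPKM in CON and 6.81 ± 0.820 FPKM in UAC, with adjusted p of 0.287 and 0.306 from edgeR. An assembled locus on chromosome 6, from 138054641 to 138901149, holds Ighm, the constant part of the IgM heavy chain, together with Igh-6 and other annotated genes, and as a whole was at 48.3 ± 13.3 FPKM in CON and 98.2 ± 14.9 FPKM in UAC (adjusted p = 0.448 from edgeR). The median log2 fold changes were 1.20 over 99 genes of immunoglobulin production, 1.17 over 72 of phagocytosis, recognition and 0.98 over 82 of complement activation, classical pathway (adjusted p = 1.15e-37, 3.75e-36 and 8.13e-31 from camera). All 3 calls held with an estimated correlation (adjusted p = 0.0427 for each, the highest over the alternatives of immunoglobulin production and of phagocytosis, recognition). At the preset correlation, splits that mix CON and UAC called up to 8 of the 9 GO terms, as many as CON against UAC. Of the complement genes, 69 are immunoglobulin genes. The other 13, set apart after seeing the data, had a median of -0.05 and an adjusted p of 0.878 from camera, and 0.879 with an estimated correlation. Immunoglobulin variable genes resemble each other and may share reads, and the paper chose these terms on the same libraries, so their direction is not independent evidence.
Plasma cells secrete immunoglobulin, and their list rose by camera, with a median log2 fold change of 0.14 over 19 measured genes (adjusted p = 0.0201). The call was lost with an estimated correlation (adjusted p = 0.495 with an estimated correlation, and 0.00221 to 0.495 over all alternatives), without CON replicate 1 (adjusted p = 0.358), without UAC replicate 2 (adjusted p = 0.178) and with a minimum mean FPKM of 1 (adjusted p = 0.121). Its median was 0.06 without CON replicate 1, 0.08 without UAC replicate 1, 0.04 without UAC replicate 2 and 0.31 without UAC replicate 3. The list shares 1 gene with that of B cells and holds 3 of the paper's Table S1, also picked on these libraries (the locus of Ighm, Jchain and Slamf7). At an unadjusted p under 0.05 from edgeR 4 members were higher and 2 lower, 3 and 1 passed when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 3 higher and 1 lower in DESeq2. Mzb1, which helps assemble secreted IgM, was at 4.02 ± 0.504 FPKM in CON and 7.59 ± 1.63 FPKM in UAC, and Tent5c, which stabilizes immunoglobulin mRNA, at 12.2 ± 3.55 FPKM in CON and 7.04 ± 0.889 FPKM in UAC. B cell genes did not pass, with a median of 0.07 over 25 genes (adjusted p = 0.570 from camera). Without UAC replicate 3 they did (median 0.29, adjusted p = 6.67e-06, and 6.67e-06 to 0.909 over all alternatives), but the median was -0.03 without CON replicate 1, -0.09 without UAC replicate 1 and -0.01 without UAC replicate 2, and 0.15 without CON replicate 3. Vpreb1, a surrogate light chain of B cell precursors, was at 3.97 ± 0.124 FPKM in CON and 2.35 ± 0.756 FPKM in UAC. Over all gene lists, mixed splits called 2 to 18 at the preset correlation, and CON against UAC called 17.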

**FIGURE 3:**
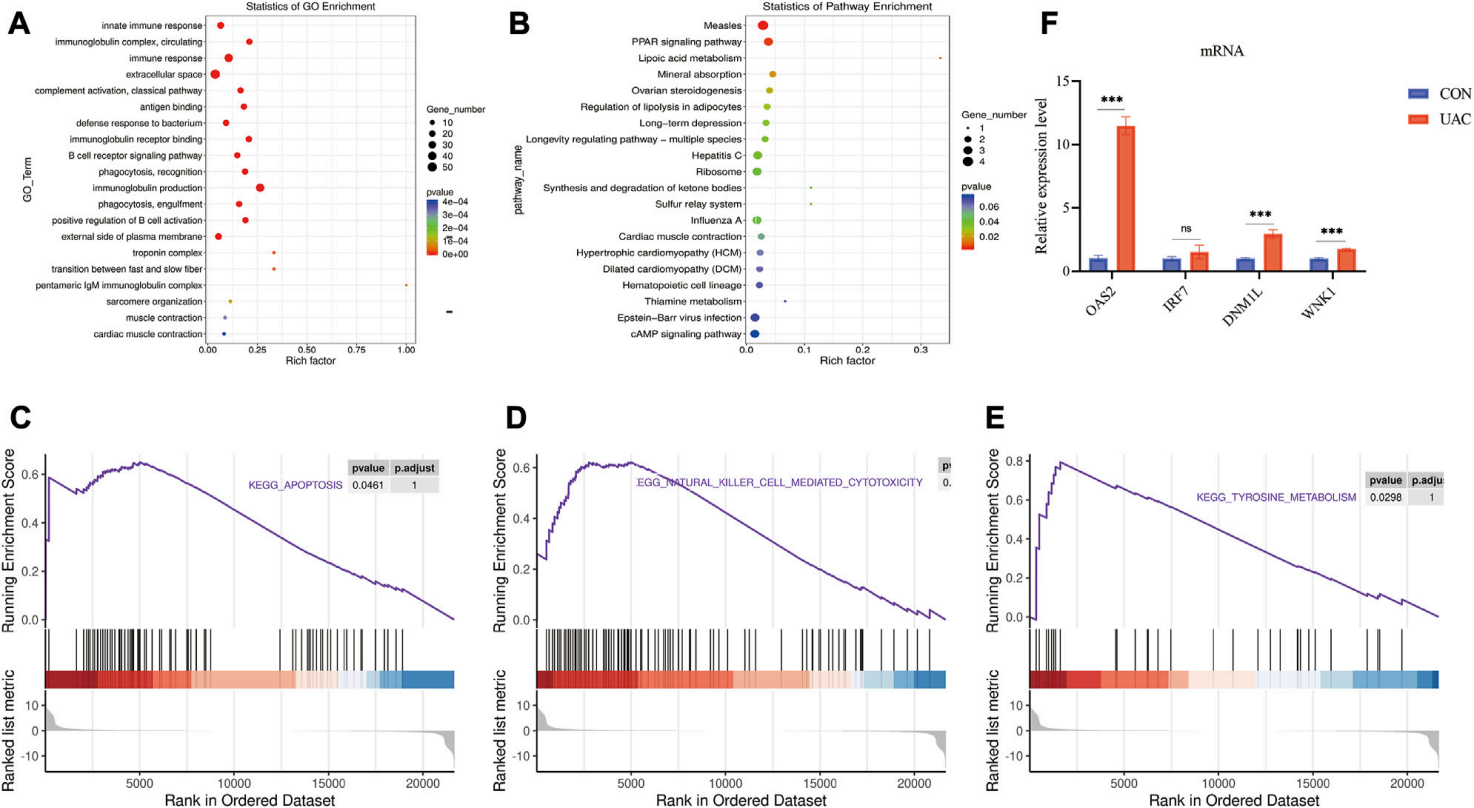
**(A)** show some of the significantly enriched GO terms associated with the mRNA target genes. **(B)** shows some of the significantly enriched pathways associated with the mRNA target genes. The size of the spot indicates the number of genes enriched in the pathway, and the color of the spot indicates the significance level of the enriched pathway. **(C,D and E)** are gene set enrichment analysis (GSEA) results. **C** presents the tyrosine metabolism results. **D** presents the natural killer cell-mediated cytotoxicity results. E presents the apoptosis results. (F) qRT-PCR validation of the essential genes of enrichment analysis including *Klrk1, Adipoq, Cryab, Hspa1b.* **p < 0.01.

The top KEGG pathways enriched in the differentially expressed mRNAs included the PPAR signaling pathway, mineral absorption, and long-term depression (Supplementary Table S2). 

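Mt2A, a metallothionein that binds zinc and copper, had the largest difference among the mineral absorption genes named here. Its level was 9.70 ± 0.524 FPKM in CON and 32.1 ± 13.1 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 1.69 (standard error 0.30, adjusted p = 0.423 from edgeR). Tf, the iron carrier transferrin, was at 124 ± 14.3 FPKM in CON and 203 ± 45.2 FPKM in UAC, while Slc30a1, a zinc exporter, was at 10.53 ± 0.630 FPKM in CON and 9.14 ± 0.703 FPKM in UAC (adjusted p = 0.449 and 0.537 from edgeR). As a whole the mineral absorption list did not pass, with a median log2 fold change of 0.01 over 35 measured genes (adjusted p = 0.570 from camera, and 0.304 to 0.901 over all alternatives). Of its genes 2 were higher and 2 lower at an unadjusted p under 0.05 from edgeR, 1 was higher when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 2 higher in DESeq2. Its median was -0.03 without UAC replicate 2 and -0.01 without UAC replicate 3. The PPAR signaling list, with 56 measured genes, had 6 higher and 4 lower at an unadjusted p under 0.05 from edgeR, 2 higher when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 2 higher in DESeq2. At the study's thresholds 4 of its genes were higher and 0 lower, beside 368 and 209 of all 30668 tested genes. Genes of the paper's Table S2 are among its members, such as Adipoq and Plin1, and mineral absorption holds Mt2A and Trpm6 from that table. The PPAR list's median log2 fold change was -0.04, its mean 0.12 and its direction in camera up (adjusted p = 0.821, and 0.308 to 0.902 over all alternatives), and the median was 0.02 without UAC replicate 1. Olr1, a receptor for oxidized lipoprotein, was at 0.785 ± 0.128 FPKM in CON and 1.34 ± 0.322 FPKM in UAC, and Pck2, a mitochondrial enzyme of gluconeogenesis, at 5.69 ± 0.238 FPKM in CON and 4.71 ± 0.101 FPKM in UAC. Of the 38 genes in the paper's Table S2, which the study chose on these libraries, 38 had the paper's direction here, 29 passed the study's thresholds and 0 had an adjusted p under 0.05 in edgeR (lowest 0.287) or limma, against 10 higher and 5 lower in DESeq2. Their direction is not independent evidence.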

The top 20 enriched KEGG pathways are shown in Figure 3B. To further explore the enrichment analysis of DEGs in intact and damaged cartilage, we analyzed the underlying molecular functions by GSEA and showed that these genes are closely associated with apoptosis, natural killer cell-mediated cytotoxicity, and tyrosine metabolism (Figures 3C–E). 

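Genes of natural killer cell cytotoxicity lay slightly higher in UAC. Itgb2 and Itgal, the chains of the leukocyte integrin LFA-1, were at 10.49 ± 1.52 FPKM in CON and 15.96 ± 3.58 FPKM in UAC and at 5.64 ± 0.432 FPKM in CON and 7.80 ± 1.48 FPKM in UAC (mean ± SD, n = 3 each, adjusted p = 0.478 and 0.494 from edgeR). Vav3, a signaling protein of lymphocyte receptors, was at 3.21 ± 0.151 FPKM in CON and 4.70 ± 0.354 FPKM in UAC, while Plcg1, a phospholipase that acts downstream of several receptors, was at 14.1 ± 0.210 FPKM in CON and 10.4 ± 1.78 FPKM in UAC. Over 77 measured genes the median log2 fold change was 0.10 (adjusted p = 0.0163 from camera). The call was lost with an estimated correlation (adjusted p = 0.431 with an estimated correlation, and 0.00215 to 0.520 over all alternatives), without CON replicate 1 (adjusted p = 0.0841) and without UAC replicate 1 (adjusted p = 0.207). At an unadjusted p under 0.05 from edgeR 7 members were higher and 3 lower, 0 passed when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 1 higher and 1 lower in DESeq2. Ranked on the log2 fold change in fgsea, the list had a normalized enrichment score of 1.25 (adjusted p = 0.520). The list holds Klrk1, which the study picked on these libraries, and shares 10 genes with that of T and NK cells, 13 with long-term depression and 10 with apoptosis. In mixed splits camera called 2 to 18 lists at the preset correlation, and 17 in CON against UAC. Tyrosine metabolism did not pass, with a median of -0.05, a mean of 0.06 and the direction down over 22 genes (adjusted p = 0.847 from camera, and 0.234 to 0.944 over all alternatives), and the median was 0.01 without CON replicate 1 and 0.02 without UAC replicate 1. Its enrichment score in fgsea was 1.02 (adjusted p = 0.612). Aldh3a1, an aldehyde dehydrogenase, was at 0.658 ± 0.217 FPKM in CON and 1.19 ± 0.263 FPKM in UAC, and Got1, an aspartate aminotransferase, at 9.78 ± 0.953 FPKM in CON and 8.21 ± 0.452 FPKM in UAC (adjusted p = 0.547 and 0.523 from edgeR).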

Immune response-related genes (*Klrk1*), PPAR signaling pathway-related genes (*Adipoq*), and apoptosis pathway-related genes (*Cryab* and *Hspa1b*) were selected for further verification by qRT‒PCR. 

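Adipoq, which encodes the fat cell hormone adiponectin, was at 0.235 ± 0.0477 FPKM in CON and 1.23 ± 0.336 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 2.32 (standard error 0.28, unadjusted p = 9.61e-05 and adjusted p = 0.287 from edgeR). Klrk1, an activating receptor of natural killer and T cells, was at 0.912 ± 0.253 FPKM in CON and 2.10 ± 1.05 FPKM in UAC, with a log2 fold change of 1.14 (standard error 0.39, adjusted p = 0.510 from edgeR). Cryab, a small heat shock protein abundant in muscle and lens, was at 8.34 ± 3.09 FPKM in CON and 3.17 ± 1.23 FPKM in UAC, with a log2 fold change of -1.45 (standard error 0.37, adjusted p = 0.452 from edgeR). Hspa1b, an inducible chaperone of the Hsp70 family, was at 11.3 ± 3.81 FPKM in CON and 4.51 ± 1.51 FPKM in UAC, with a log2 fold change of -1.36 (standard error 0.34, adjusted p = 0.452 from edgeR). In each of the 4 genes the 3 UAC libraries lay on the same side of the 3 CON libraries (exact permutation test, 2-sided p = 0.1, the smallest p that 3 against 3 allow). The study picked these 4 genes on the same libraries, so that separation is not independent evidence. For Klrk1 it was narrow, with CON replicate 3 at 1.168 FPKM and UAC replicate 2 at 1.170 FPKM. All 4 passed the study's thresholds and none an adjusted p under 0.05 in edgeR over all genes, while the adjusted p in DESeq2 was 1.21e-08 for Adipoq, 0.00361 for Cryab, 0.00177 for Hspa1b and 0.151 for Klrk1, and in limma 0.314, 0.5002, 0.511 and 0.564. Klrk1 missed the study's thresholds without CON replicate 1, without CON replicate 2 or without UAC replicate 1, with log2 fold changes over all alternatives of 0.65 to 1.42.

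**Figure D2:**
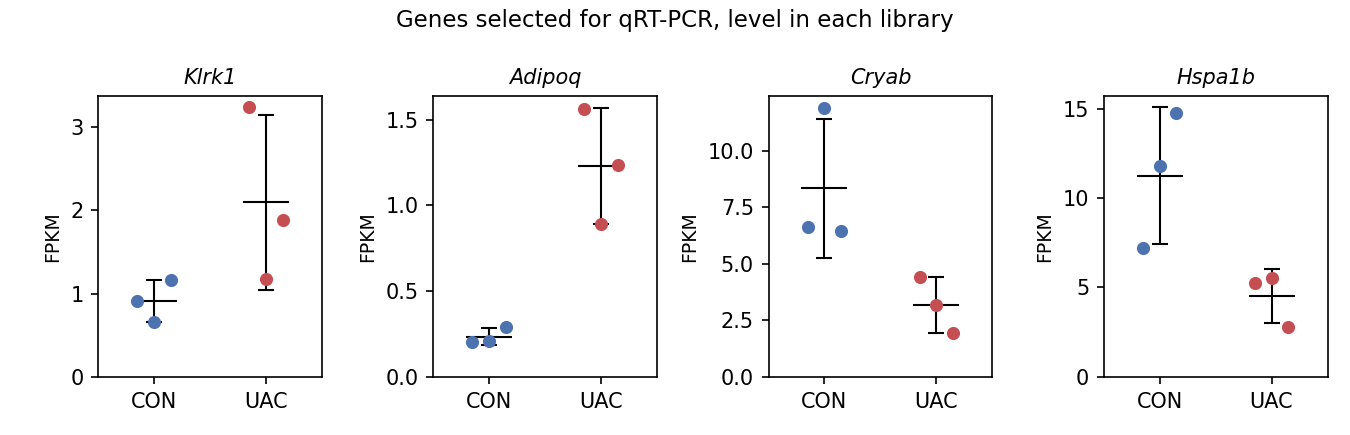
FPKM of Klrk1, Adipoq, Cryab and Hspa1b in each library. Dots are the 3 CON and 3 UAC libraries, and the line and bars are the mean ± SD; Klrk1 in UAC ranges from 1.17 to 3.24 FPKM.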

The expression levels of *Klrk1* and *Adipoq* were upregulated in TMJOA, and the expression levels of *Cryab* and *Hspa1b* were downregulated.

### 3.5 Construction of the ceRNA network

We explored the functions of ncRNAs by constructing a ceRNA network. The lncRNA‒miRNA-mRNA ceRNA network was composed of 48 lncRNAs, 46 miRNAs and six mRNAs (Figure 4A). The circRNA-miRNA‒mRNA ceRNA network was composed of nine circRNAs, 43 miRNAs and 48 mRNAs (Figure 4B). LncRNAs/circRNAs can regulate one or more mRNAs in the ceRNA network. For example, lncRNA-CHTOP targeted *Nrf1*, *Ddi2*, and *Dock9*, and ciRNA166 regulated *Dnmt3A*, *Ddi2*, and *Dock9* (Supplementary Table S3). 

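Ddi2, a protease that activates the transcription factor Nfe2l1, was at 3.17 ± 0.0849 FPKM in CON and 8.05 ± 3.69 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 1.29 (standard error 0.34, adjusted p = 0.465 from edgeR). All 3 UAC libraries were above all 3 CON libraries, at 10.1, 3.80 and 10.2 FPKM. Dock9, which activates the small GTPase Cdc42, was at 5.85 ± 0.217 FPKM in CON and 6.24 ± 0.937 FPKM in UAC, with a log2 fold change of 0.04 (standard error 0.11, adjusted p = 0.935 from edgeR). Ddi2 passed the study's thresholds and Dock9 did not. The miRNAs that link the ncRNAs to these genes are not analysed here.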

As differential factors associated with TMJOA, these genes play important roles in the disease process. We focused on lncRNAs and circRNAs involved in ceRNA network regulation, namely, lncRNA-COX7A1, lncRNA-CHTOP, lncRNA-UFM1, ciRNA166, circRNA365, and circRNA1531, which were selected for further verification through RT‒qPCR. In addition to circRNA365, seven out of eight were validated. The expression levels of lncRNA-COX7A1, lncRNA-CHTOP, lncRNA-UFM1, ciRNA166, and circRNA1531 were significantly downregulated, which was consistent with the RNA sequencing results (Figures 5A,B).

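In the sequencing data, lncRNA-COX7A1 (transcript MSTRG.2214.2, on chromosome 1) was at 10.7, 3.75 and 0.0126 FPKM in CON replicates 1, 2 and 3 and at 0.0263, 0.0127 and 0.0141 FPKM in the UAC replicates. Its log2 fold change was -3.83 (standard error 1.64, adjusted p = 0.681 from limma), and CON replicate 3 lay at the level of UAC. For lncRNA-CHTOP (transcript MSTRG.16142.1, on chromosome 2) the CON replicates had 10.4, 9.85 and 1.07 FPKM and the UAC replicates 0.975, 2.71 and 1.28 FPKM, a log2 fold change of -1.63 (standard error 0.89, adjusted p = 0.710 from limma). Neither transcript passed the study's thresholds (unadjusted p = 0.0553 and 0.113 from limma). Without CON replicate 3 both did, with log2 fold changes of -5.78 for lncRNA MSTRG.2214.2 and -2.67 for lncRNA MSTRG.16142.1 (unadjusted p = 2.50e-04 and 0.00147, adjusted p = 0.220 and 0.457 from limma). That fit leaves out the CON library at the level of UAC in both transcripts, so it is not independent evidence. The transcript of lncRNA-UFM1 could not be matched by its ID. ciRNA166, from an intron of Disp1, had 0, 5 and 6 junction reads in CON and 0 in each UAC library. circRNA1531, an intergenic circRNA on chromosome 2, had 3, 5 and 5 junction reads in CON and 2, 0 and 0 in UAC, and circRNA365, from Dcun1d4, had 1, 0 and 0 in CON and 4, 8 and 10 in UAC. These 3 circRNAs held too few reads for the filter of the test. With no filter, edgeR gave an adjusted p of 0.436 for each of them and an unadjusted p of 0.0144 for ciRNA166, 0.0801 for circRNA1531 and 0.00633 for circRNA365.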

**FIGURE 4:**
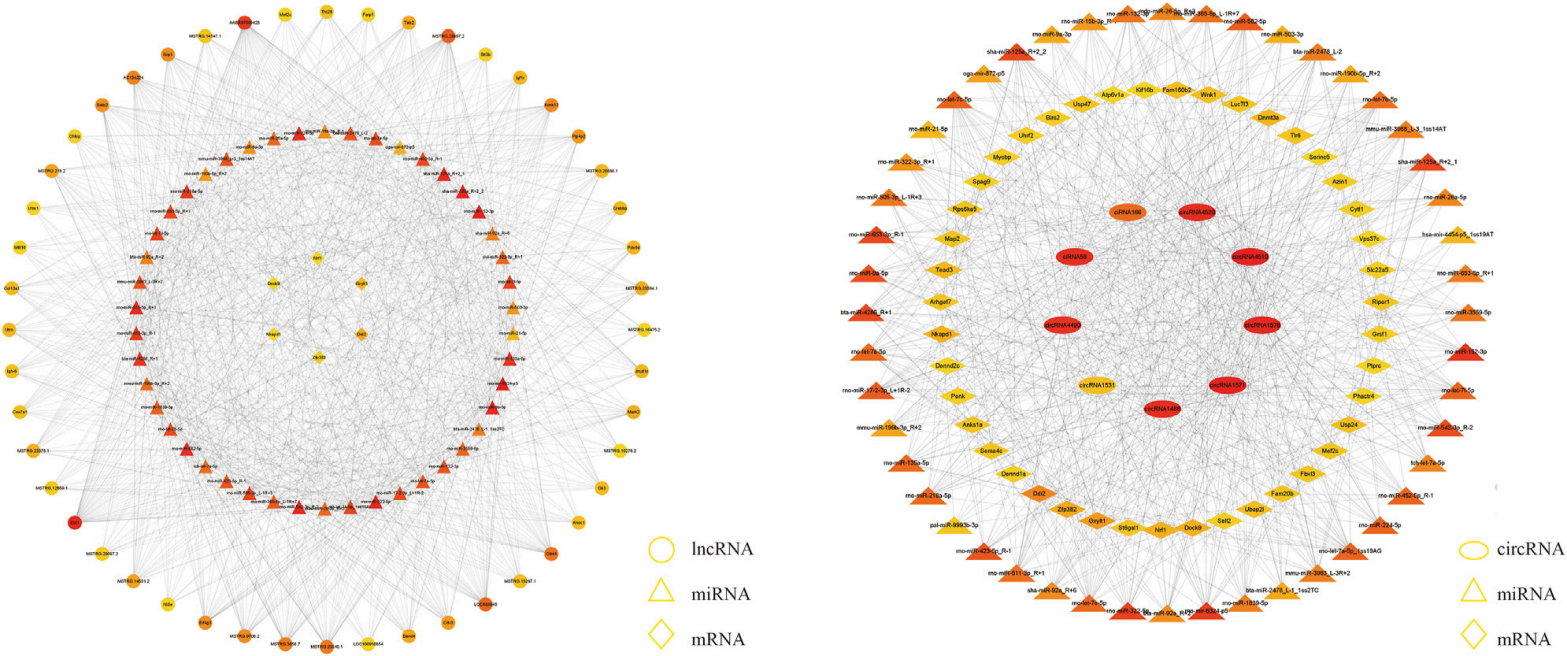
A The lncRNA-miRNA-hub mRNA network. In this figure, lncRNAs, miRNAs, and mRNAs are indicated by circles, triangles, and diamonds, respectively. The darker red color of a circle means that the gene has a higher degree and has more connections with other genes; conversely, the closer a circle color is to yellow, the lower the degree of the gene is, and the fewer connections it has with other genes. B The circRNA-miRNA-hub mRNA network. In this figure, circRNAs, miRNAs, and mRNAs are indicated by ellipses, triangles, and diamonds, respectively.

**FIGURE 5:**
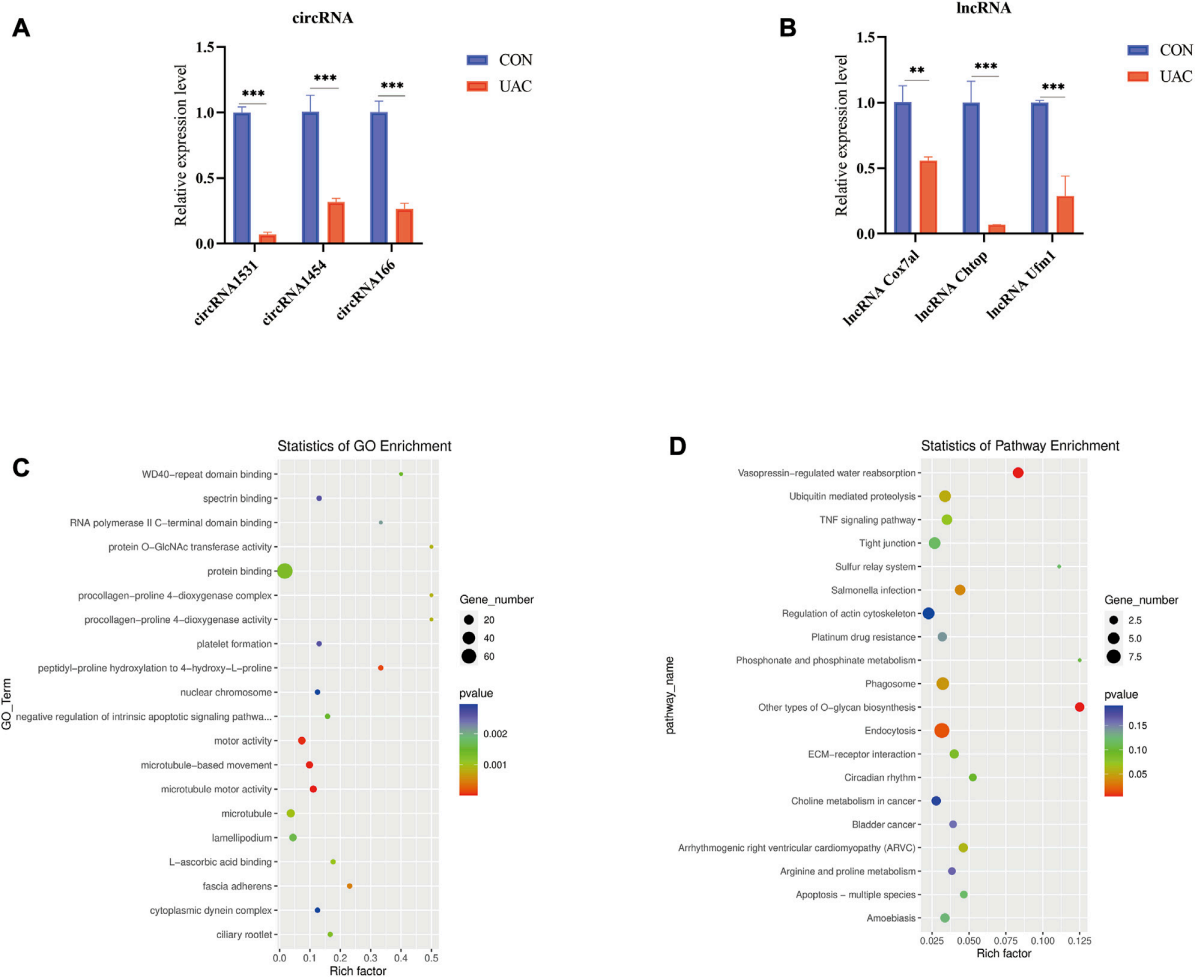
**(A and B)** qRT-PCR was used to detect the expression of lncRNA and circRNA in ceRNA network. **(C)** show some of the significantly enriched GO terms of the target genes. **(D)** shows some of the enriched pathways of the target genes. The size of the spot indicates the number of genes enriched in the pathway, and the color of the spot indicates the significance level of the enriched pathway.

### 3.6 Enrichment analysis of target genes in the ceRNA network

To better understand the mechanisms involved in TMJOA, we performed GO enrichment and KEGG pathway analyses of the target mRNAs of the ceRNA network. The functions of GO enrichment in the ceRNA network were as follows: regulation of autophagy of mitochondria, positive regulation of the extrinsic apoptotic signaling pathway, positive regulation of the canonical Wnt signaling pathway (Figure 5C). The KEGG enrichment pathways included endocytosis, Salmonella infection, phagosome, and ubiquitin-mediated proteolysis. The enrichment analysis results suggested that apoptosis may be the main mechanism underlying TMJOA pathogenesis (Figure 5D, Supplementary Tables S4, S5).

## 4 Discussion

To better understand the global gene expression patterns and the potential regulatory mechanisms of TMJOA, a comprehensive analysis of the transcriptome based on high-throughput sequencing technology was performed. In this study, we performed HTS on three groups of normal and inflamed condylar cartilage samples to analyze differential gene expression profiles, and the results revealed 137 DEmRNAs, 65 DEmiRNAs, 132 DElncRNAs, and 29 DEcircRNAs. GO, KEGG and GSEA enrichment analyses revealed that the DEmRNAs were mainly involved in the immune response, PPAR signaling pathway and apoptosis. The regulatory roles of the DElncRNAs and DEcircRNAs in TMJOA were analyzed by a ceRNA interaction network. Then, we selected some key mRNAs, lncRNAs, and circRNAs for RT–qPCR verification, and the results were consistent with the sequencing results.

The biological functions and potential pathways related to the mRNAs were analyzed by GO and KEGG enrichment analyses. Notably, we found that the significantly enriched functions were closely related to the immune response, including the immune response, immunoglobulin production, and natural killer cell-mediated cytotoxicity. These results indicate that immune-related molecular functions and biological processes participate in the pathogenesis of TMJOA. This finding is consistent with reports in the literature showing that OA is closely related to the immune system (Haseeb and Haqqi 2013). Moreover, a study on the transcriptome of the peripheral blood of young females confirmed that the immune regulatory response participates in the pathogenesis of TMJOA (Kang 2021). 

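Transcripts of neutrophils, T and NK cells and mast cells rose as lists in UAC by camera at its preset correlation. Camp and Lcn2, antimicrobial proteins of neutrophil granules, were at 76.7 ± 9.33 FPKM in CON and 136 ± 23.1 FPKM in UAC and at 80.5 ± 2.66 FPKM in CON and 124 ± 20.6 FPKM in UAC (mean ± SD, n = 3 each, adjusted p = 0.423 and 0.448 from edgeR). S100a8, a calcium-binding protein abundant in neutrophils, was at 697 ± 38.7 FPKM in CON and 1079.8 ± 284 FPKM in UAC. Cd3g, a chain of the T cell receptor complex, was at 0.898 ± 0.344 FPKM in CON and 2.65 ± 1.06 FPKM in UAC, and Il18rap, a receptor subunit for interleukin 18, at 1.45 ± 0.145 FPKM in CON and 3.04 ± 0.567 FPKM in UAC (adjusted p = 0.478 and 0.307 from edgeR). Cma1, the chymase of mast cells, was at 1.76 ± 0.258 FPKM in CON and 3.60 ± 1.04 FPKM in UAC. The neutrophil list had a median log2 fold change of 0.42 over 21 measured genes (adjusted p = 8.64e-10 from camera). Its call was lost with an estimated correlation (adjusted p = 0.215 with an estimated correlation, and 8.39e-12 to 0.215 over all alternatives). For 36 genes of T and NK cells the median was 0.38 (adjusted p = 1.73e-05 from camera). This call was lost with an estimated correlation (adjusted p = 0.215 with an estimated correlation, and 6.67e-06 to 0.215 over all alternatives) and with a minimum mean FPKM of 1 (adjusted p = 0.0614). Mast cells and basophils had a median of 0.50 over 15 genes (adjusted p = 2.24e-05 from camera). That call was lost as well (adjusted p = 0.215 with an estimated correlation, and 1.16e-06 to 0.215 over all alternatives). Splits that mix CON and UAC called 2 to 18 lists at the preset correlation, and CON against UAC called 17. The median was 0.21 for mast cells and basophils without CON replicate 1, 0.23 for T and NK cells without CON replicate 2 and 0.26 for neutrophils without UAC replicate 1. At an unadjusted p under 0.05 from edgeR 9 neutrophil genes were higher and 1 lower, 8 and 1 genes of T and NK cells, and 3 and 0 of mast cells. When adjusted over the list alone, 2, 1 and 0 were higher. Over all genes edgeR and limma called 0, and DESeq2 4 higher, 2 higher and 2 higher. The T and NK cell list holds Klrk1, Cd5, Cd3g and Il18rap and the mast cell list Cma1 and Ccr3, genes of the paper's Table S2 that the study picked on these libraries, so neither list is wholly independent evidence.
Macrophage and monocyte genes did not pass, with a median of 0.10 over 28 genes (adjusted p = 0.0894 from camera). They passed without CON replicate 3 (adjusted p = 0.0181) and with a minimum mean FPKM of 1 (adjusted p = 0.0246, and 0.0181 to 0.495 over all alternatives). Among them Ptprc, the leukocyte common antigen, was at 5.01 ± 0.409 FPKM in CON and 6.64 ± 0.963 FPKM in UAC, and Csf1r, the receptor for the macrophage growth factor, at 45.2 ± 2.26 FPKM in CON and 39.8 ± 1.03 FPKM in UAC. Erythroid genes, which mark red cells and their precursors, had a median of 0.11 over 21 genes (adjusted p = 0.431 from camera). That median was -0.09 without CON replicate 2, 0.04 without CON replicate 1 and 0.02 without UAC replicate 3. Without CON replicate 3 they passed (median 0.49, adjusted p = 8.88e-07, and 8.88e-07 to 0.909 over all alternatives), and Hbb, a beta globin, was at 799 ± 245 FPKM in CON and 996 ± 155 FPKM in UAC. From the enriched immune functions, the paper reasons that immune-related processes participate in the pathogenesis of TMJOA. It also cites a transcriptome study of peripheral blood, its RT-qPCR of Klrk1, and raised Oas2 and Irf7 in a supplementary figure.

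**Figure D3:**
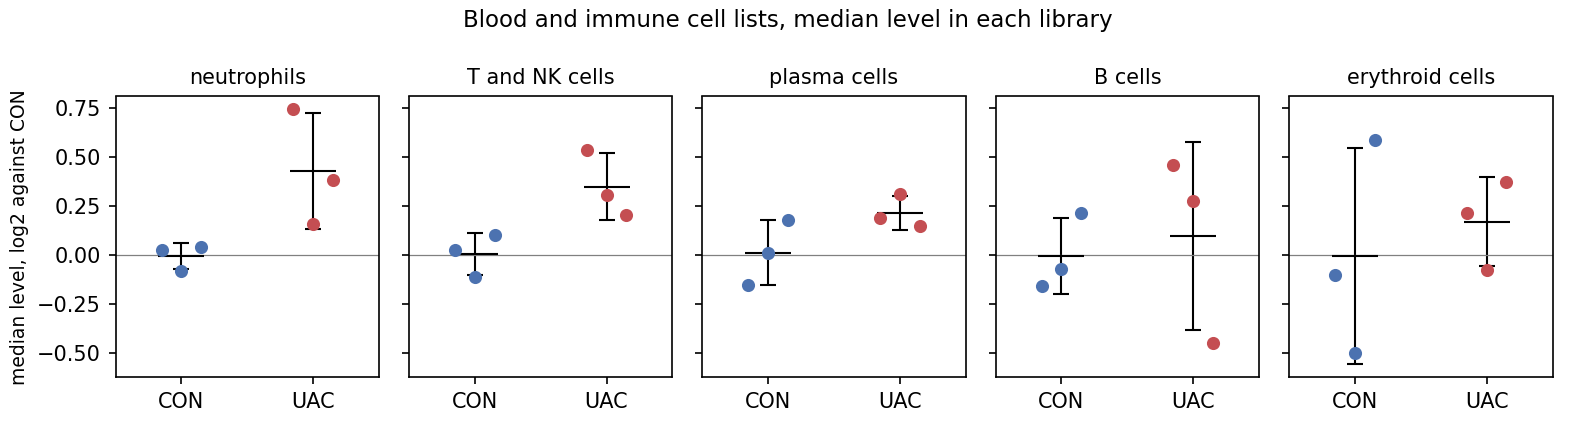
Median level of 5 blood and immune cell lists in each library, on the log2 scale against the CON mean. Dots are libraries, and the line and bars are the mean ± SD of 3 libraries; for neutrophils the UAC libraries sit at 0.74, 0.16 and 0.39.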

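Irf7, a transcription factor that drives the interferon response, was at 1.28 ± 0.287 FPKM in CON and 3.99 ± 1.20 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 1.60 (standard error 0.27, unadjusted p = 6.39e-04 and adjusted p = 0.423 from edgeR). Oas2, an antiviral enzyme induced by interferon, was at 0.375 ± 0.0161 FPKM in CON and 0.788 ± 0.352 FPKM in UAC, with a log2 fold change of 1.01 (standard error 0.35, adjusted p = 0.513 from edgeR). For Oas2 the log2 fold change lay close to the study's threshold of 1 and missed the study's thresholds without CON replicates 1, 2 or 3 and without UAC replicates 1 or 2, with 0.36 to 1.30 over all alternatives. Genes of the interferon response rose as a list, with a median log2 fold change of 0.25 over 42 measured genes (adjusted p = 5.91e-07 from camera). The call was lost with an estimated correlation (adjusted p = 0.349 with an estimated correlation, and 8.48e-10 to 0.349 over all alternatives). Mixed splits called 2 to 18 lists at the preset correlation, and CON against UAC called 17. At an unadjusted p under 0.05 from edgeR 10 members were higher and 0 lower, 5 were higher when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 4 higher in DESeq2. Ifit1, which binds viral RNA, was at 2.39 ± 0.245 FPKM in CON and 3.84 ± 0.590 FPKM in UAC, and Psmb9, a subunit of the immunoproteasome, at 3.49 ± 0.247 FPKM in CON and 5.28 ± 0.230 FPKM in UAC. The 3 members at the study's thresholds, Irf7, Oas2 and Ifit3, are genes the study picked on these libraries, so they are not independent evidence.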

Our study showed that the key molecules *Klrk1*, *Oas2* and *Irf7* exhibit large changes in expression levels, and the expression of these molecules were increased by 2-3fold, which indicates they may be involvement in the pathogenesis of TMJOA. *Klrk1* gene polymorphisms lead to infectious diseases, cancer, and autoimmune diseases (Lanier 2015). RT‒qPCR verified the high expression of *Klrk1* in TMJOA. Andersson et al, (2011) showed that blocking *Klrk1* improves the collagen-induced arthritis. In addition, the expression of *Oas2* and *Irf7* was increased in TMJOA (Supplementary Figure S2). Three studies recently showed that *Oas2* is highly expressed in RA based on high-throughput sequencing and bioinformatics, and *Oas2* may be a gene signature in RA development *via* regulation of the immune response (van Baarsen et al., 2010; He et al., 2016; Fang et al., 2021). Some studies found that *Irf7* is closely related to RA and its expression is elevated in RA. (Park et al., 2008; Smith et al., 2013; Mariaselvam et al., 2017). However, the current research on these key molecules has mainly focused on the pathogenesis and treatment of RA. The function of these molecules in TMJOA remain to be studied in depth.

KEGG enrichment analysis indicated that the PPAR signaling pathway was significantly enriched in key pathways. *Adipoq* is the downstream target gene of PPAR signaling pathway. 

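Genes of fat cells other than Adipoq also lay higher in UAC. Plin1, which coats the lipid droplets of adipocytes, was at 0.120 ± 0.0115 FPKM in CON and 0.454 ± 0.146 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.32, adjusted p = 0.423 from edgeR). Gpd1, a glycerol phosphate dehydrogenase, was at 0.516 ± 0.0521 FPKM in CON and 1.44 ± 0.931 FPKM in UAC, and Thrsp, a regulator of lipid synthesis, at 0.495 ± 0.00581 FPKM in CON and 0.899 ± 0.0214 FPKM in UAC (adjusted p = 0.494 and 0.488 from edgeR). The adipocyte list rose, with a median log2 fold change of 0.23 and a mean of 0.47 over 26 measured genes (adjusted p = 2.24e-05 from camera). Its call was lost with an estimated correlation (adjusted p = 0.207 with an estimated correlation, and 1.42e-05 to 0.207 over all alternatives) and with a minimum mean FPKM of 1 (adjusted p = 0.116). Of its members 7 were higher and 1 lower at an unadjusted p under 0.05 from edgeR, 2 were higher when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 3 higher in DESeq2. The list holds Adipoq, Plin1 and Gpd1, genes of the paper's Table S2 that the study picked on these libraries, so it is not wholly independent evidence, and shares 8 with the PPAR signaling list. Without CON replicate 1 its median was 0.36. Mixed splits of the libraries called 2 to 18 lists at the preset correlation, and CON against UAC called 17.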

In our study, the *Adipoq* was significantly enriched in the PPAR pathway, and its expression was significantly elevated in TMJOA. A previous study found that the RS1501299 polymorphism of the *Adipoq* increases the risk of knee osteoarthritis (Shang et al., 2019), and the interaction between the rs1501299 (Adipoq) and rs662 (Pon1) gene polymorphisms may play an important role in the development of osteoarthritis (Fernandez-Torres et al., 2019). Mutation of the *Adipoq* may be associated with an increased risk of TMJOA. Notably, long-term depression is also a significantly enriched pathway. 

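Gria1, a glutamate receptor subunit, was at 0.302 ± 0.0281 FPKM in CON and 0.103 ± 0.0442 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of -1.59 (standard error 0.37, adjusted p = 0.448 from edgeR). Cacna1a, a calcium channel subunit, was at 1.30 ± 0.0340 FPKM in CON and 1.08 ± 0.0980 FPKM in UAC, and Pla2g4b, a phospholipase, at 2.53 ± 0.341 FPKM in CON and 1.78 ± 0.562 FPKM in UAC (adjusted p = 0.539 and 0.547 from edgeR). In KEGG, long-term depression names a weakening of synapses. The list's 54 measured genes had a median log2 fold change of 0.01 and a mean of -0.03, with the direction down in camera (adjusted p = 0.532, and 0.207 to 0.823 over all alternatives). None of its genes was higher and 3 were lower at an unadjusted p under 0.05 from edgeR, 1 was lower at the study's thresholds, 0 passed when adjusted over the list alone, and 0 in edgeR and limma over all genes, against 1 lower in DESeq2. The median was -0.04 without CON replicate 3, -0.03 without UAC replicate 1 and -0.01 without UAC replicate 2. The list holds Igf1 and Igf1r, which the paper names, and Gria1 and Pla2g4c from its Table S2.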

Psychological factors reportedly influence the onset of TMJ disorders, the course of the disease and the response to treatment (Florjanski and Orzeszek 2021).

In addition, GSEA showed that apoptosis occurred during TMJOA. 

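Pmaip1 and Bid, which promote apoptosis at mitochondria, were at 0.975 ± 0.130 FPKM in CON and 1.43 ± 0.300 FPKM in UAC and at 3.87 ± 0.139 FPKM in CON and 5.40 ± 1.10 FPKM in UAC (mean ± SD, n = 3 each, adjusted p = 0.547 and 0.511 from edgeR). Birc2, an inhibitor of apoptosis, was at 8.73 ± 0.242 FPKM in CON and 7.69 ± 0.639 FPKM in UAC, and Nfkbia, the inhibitor of NF-kappa-B, at 18.5 ± 0.571 FPKM in CON and 22.5 ± 2.02 FPKM in UAC (adjusted p = 0.539 and 0.5003 from edgeR). The apoptosis list did not pass, with a median log2 fold change of 0.03 over 74 measured genes (adjusted p = 0.431 from camera, and 0.167 to 0.998 over all alternatives). Of its genes 3 were higher and 2 lower at an unadjusted p under 0.05 from edgeR, 0 passed when adjusted over the list alone, and 0 in edgeR, limma or DESeq2 over all genes. The list holds Bcl2, which the paper names. In fgsea, ranked on the log2 fold change, the list had a normalized enrichment score of 0.476 (adjusted p = 0.998). With the pathway membership given in the gene annotation, chosen after seeing the data, 125 genes had a median of -0.02 (adjusted p = 0.663 from camera).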

At present, many studies have focused on the interaction between apoptosis and OA (Kim and Blanco 2007; Musumeci et al., 2015). However, the relative role of chondrocyte apoptosis in the pathogenesis of OA is difficult to evaluate. 

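Ifit3, a protein induced by interferon, was at 1.77 ± 0.554 FPKM in CON and 3.91 ± 0.941 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.25, adjusted p = 0.448 from edgeR). Cd5, a surface protein of T cells, was at 0.181 ± 0.0852 FPKM in CON and 0.459 ± 0.174 FPKM in UAC, with a log2 fold change of 1.29 (standard error 0.47, adjusted p = 0.524 from edgeR), and its CON and UAC libraries overlapped. Nr4a3, a nuclear receptor made early after stimulation, was at 0.280 ± 0.0273 FPKM in CON and 0.572 ± 0.241 FPKM in UAC, with a log2 fold change of 0.97 (standard error 0.32, adjusted p = 0.504 from edgeR). Ifit3 and Cd5 passed the study's thresholds. Nr4a3 passed the unadjusted p of edgeR (0.0204) and had an edgeR log2 fold change below 1, while its log2 ratio of mean FPKM was 1.03. Ifit3 missed the study's thresholds without CON replicate 1 or UAC replicate 1, and Cd5 without CON replicate 1, CON replicate 2, UAC replicate 1 or UAC replicate 2, with log2 fold changes over all alternatives of 0.83 to 1.35 and 0.30 to 1.64.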

We identified genes involved in apoptosis-related processes, including the genes Cryab and Hspa1b, whose expression was downregulated, and the genes Cd5, Nr4a3, Ifit3, and Klrk1, whose expression was upregulated. The results suggested that these genes are related to the occurrence and development of TMJOA. Moreover, our results have been confirmed by related studies (Nielsen et al., 2014; Bao et al., 2019; Ma et al., 2020; Yokoyama-Kokuryo et al., 2020).

Few studies have investigated the transcriptional regulation of microRNAs in TMJOA. In this study, we identified some important DEmiRNAs associated with TMJOA. To name a few, the expression levels of rno-miR-653–5p and rno-miR-15b-3p were upregulated, and those of rno-miR-135a-5p, rno-miR-132–3p, rno-miR-9a-5p, rno-miR-152–3p, and rno-miR-26a-5p were downregulated. In addition, these molecules also participate in the regulation of the ceRNA network. Among these molecules, miR-15b-3p and miR-26a-5p have been confirmed by previous studies to be related to osteoarthritis. Cao et al, (2019) showed that inhibition of miR-15b expression contributes to enhanced proliferation and reduced apoptosis of chondrocytes through increases in *Igf1, Igf1r*, and *Bcl2* expression. Rasheed et al, (2016) reported that miR-26a-5p is a direct regulator of *iNOS* expression in human chondrocytes. The mechanisms through which other miRNAs function in TMJOA remain to be studied.

Currently, accumulating evidence suggests that ncRNAs, particularly lncRNAs and circRNAs, play important roles in the progression of TMJOA. The alterations in the expression of lncRNAs and circRNAs in TMJOA may result in the aberrant expression of target genes. Therefore, we constructed ceRNA networks to further research the regulatory roles of DElncRNAs and DEcircRNAs in TMJOA. Understanding the intricate interplay among diverse ceRNA networks will lead to significant insight into gene regulatory networks and will have implications in TMJOA treatment. Xu et al, (2020) revealed that Pvt1 upregulates *Tnf-α* in synoviocytes by sponging miR-211–3p and induces chondrocyte apoptosis. Zhu Y. et al, (2021) suggested that lncRNA XIST modulates SMSC chondrogenic differentiation *via* the miR-27b-3p/Adamts-5 axis. In this study, we found that lncRNAs and circRNAs in the ceRNA network are mainly involved in the progression of TMJOA by regulating chondrocyte apoptosis and autophagy. In the lncRNA-ceRNA network, lncRNA-COX7A1 acts as a sponge for miR-6324–5p to regulate the target gene *Nrf1*, and lncRNA-CHTOP acts as a sponge for miR-653–3p to regulate *Nrf1*. Several studies have confirmed that *Nrf1* deficiency plays a key role in the inflammatory disease predisposition and immune disease because it exerts negative effects on the proliferation, survival and function of cells (Chong et al., 2020; Shen et al., 2021). For example, Oh et al, 2012) previously demonstrated that hepatocyte-specific deletion of *Nrf1* in mice results in spontaneous apoptosis, inflammation, and liver tumor development. By exploring the DEmiRNA-DEmRNA relationships, we found that *Nrf1* could bind to many miRNAs and that its expression was negatively correlated with that of these miRNAs. 

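Nrf1, a transcription factor for mitochondrial genes, was at 3.05 ± 0.663 FPKM in CON and 2.83 ± 0.293 FPKM in UAC (mean ± SD, n = 3 each). Its log2 fold change was -0.14 (standard error 0.16, unadjusted p = 0.405 and adjusted p = 0.831 from edgeR), a difference smaller than the spread between replicates, and the CON and UAC libraries overlapped. The gene lies on chromosome 4 from 57336668 to 57445341. Over all alternatives the log2 fold change was -0.29 to -0.04.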

Our study showed that rno-miR-363–3p expression was upregulated and that *Nrf1* expression was downregulated. *Nrf1* may be a potential target gene of miR-363–3p. This finding is consistent with the results reported by Zhang et al, (2020). In rats with OA and LPS-treated chondrocytes, inhibiting the expression of miR-363–3p increases the expression of *Nrf1* and prevents chondrocyte apoptosis. According to the ceRNA network of lncRNAs, lncRNAs play a role in the pathogenesis of TMJOA through the indirect regulation of *Nrf1* expression. However, further experiments are needed to determine its function.

CircRNAs can also be combined with miRNAs alone to regulate downstream target genes. Hu et al, (2019) reported that hsa_circ_0000448 upregulation in synovial tissues of TMJOA is involved in the TNF-α signaling pathway through a ceRNA mechanism by targeting related microRNAs. Zhu et al, (2020) reported that circGCN1L1 induces inflammation in TMJ synoviocytes and decreases anabolism of the extracellular matrix through miR-330–3p and TNF-α. Our ceRNA network revealed that ciRNA166 and circRNA1531 can combine with miR-9a-5p to regulate the target gene Dnmt3a, which plays an important regulatory role in apoptosis, ECM degradation, and chondrocyte injury in osteoarthritis (Ma et al., 2019; Zhu H. et al., 2021; Zhang et al., 2021). Moreover, the indirect regulation of Dnmt3a by circRNAs has been observed in studies of OA. 

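Dnmt3a, a methyltransferase that sets DNA methylation, was at 2.30 ± 0.0611 FPKM in CON and 3.03 ± 0.493 FPKM in UAC (mean ± SD, n = 3 each), and all 3 UAC libraries were above all 3 CON libraries. Its log2 fold change was 0.35 (standard error 0.11, unadjusted p = 0.0178 and adjusted p = 0.5003 from edgeR), so it did not reach the study's fold change. Over all alternatives the log2 fold change was 0.28 to 0.46. For miR-9a-5p no values were used here.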

Zhang et al, (2021) revealed that circ_SEC24A expression is upregulated in osteoarthritic cartilage tissues and IL-1β-treated chondrocytes, and this upregulation is accompanied by miR-26b-5p downregulation and Dnmt3a upregulation. Zhu H. et al, (2021) demonstrated that circ-136474 downregulation and miR-766–3p upregulation exert chondroprotective effects against IL-1β-induced oxidative stress by suppressing Dnmt3a expression. Combined with the results from our enrichment analyses, these results suggest that the circRNA166/miR-9a-5p/Dnmt3a and circRNA1531/miR-9a-5p/Dnmt3a networks may regulate chondrocyte apoptosis, ECM degradation, and chondrocyte injury in the occurrence and development of TMJOA.

Most of the lncRNAs and circRNAs identified in our study have not yet been studied, and we thus analyzed the functions of DEncRNAs using the targeted mRNAs. In our study, GO analysis of the target genes revealed the significantly enriched biological functions, including regulation of autophagy of mitochondria, positive regulation of the extrinsic apoptotic signaling pathway, and regulation of the Wnt signaling pathway. It has been confirmed that the regulation of autophagy in mitochondria is closely related to TMJOA. Mitophagy impairment gives rise to the progressive accumulation of defective mitochondria, which leads to ECM degradation and contributes to the degeneration of cartilage (Sun et al., 2021). 

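Dnm1l, a GTPase that divides mitochondria, was at 6.13 ± 0.735 FPKM in CON and 6.52 ± 0.333 FPKM in UAC (mean ± SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.10, adjusted p = 0.929 from edgeR). Of 31 measured genes of mitophagy and mitochondrial dynamics, 1 was higher and 0 lower at an unadjusted p under 0.05 from edgeR, 0 passed when adjusted over the list alone, and 0 in edgeR, limma or DESeq2 over all genes. The list's median log2 fold change was -0.02 (adjusted p = 0.709 from camera, and 0.485 to 0.895 over all alternatives). Atg7, an enzyme of autophagosome formation, was at 6.42 ± 0.168 FPKM in CON and 7.68 ± 0.363 FPKM in UAC, and Bnip3, a mitophagy receptor, at 6.18 ± 0.248 FPKM in CON and 7.74 ± 1.69 FPKM in UAC (adjusted p = 0.517 and 0.658 from edgeR).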

In this study, Dnm1l was found to be the enriched gene in the regulation of autophagy of mitochondria. The loss of Dnm1l resulted in increased oxidative damage in mitochondria (Zhang et al., 2012). However, the role of Dnm1l in TMJOA remains to be investigated. The Wnt signaling pathway is an important pathway in TMJOA that regulates chondrocyte apoptosis (Liu et al., 2019), cartilage degradation (Held et al., 2018) and the inflammatory response (Liu et al., 2021). It has been reported that inhibition of the Wnt signaling pathway can reduce the severity of osteoarthritis (Lietman et al., 2018). Yang et al. (Yang et al., 2020) reported that lncRNA HOTAIR promotes cartilage degradation in osteoarthritis by activating the Wnt signaling pathway. Our study revealed the involvement of Wnk1 in regulation of the Wnt signaling pathway. 

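Wnk1, a kinase that regulates ion transport, was at 21.5 ± 1.01 FPKM in CON and 22.1 ± 1.37 FPKM in UAC (mean ± SD, n = 3 each, adjusted p = 0.991 from edgeR). Sfrp1 and Sfrp2, secreted antagonists of Wnt proteins, were at 2.73 ± 0.209 FPKM in CON and 3.69 ± 0.366 FPKM in UAC and at 1.80 ± 0.237 FPKM in CON and 3.09 ± 0.766 FPKM in UAC, each with an adjusted p of 0.494 from edgeR. Wnt7b, a Wnt ligand, was at 0.590 ± 0.239 FPKM in CON and 0.305 ± 0.0467 FPKM in UAC (adjusted p = 0.504 from edgeR). The Wnt signaling list lay at the threshold, with a median log2 fold change of -0.12 over 48 measured genes (adjusted p = 0.04998 from camera). The call was lost with an estimated correlation (adjusted p = 0.495 with an estimated correlation, and 0.00705 to 0.495 over all alternatives). It was also lost without CON replicate 1 (0.0911), CON replicate 2 (0.248), UAC replicate 1 (0.355) or UAC replicate 3 (0.0745). Scaling by median ratios (adjusted p = 0.0526) or a minimum mean FPKM of 1 (adjusted p = 0.0810) also ended it. Its median was -0.08 without CON replicate 2 and -0.02 without UAC replicate 1. Of its genes, which include Wnk1, 3 were higher and 3 lower at an unadjusted p under 0.05 from edgeR, 0 passed when adjusted over the list alone, and 0 in edgeR, limma or DESeq2 over all genes.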

The ceRNA network suggested that ciRNA166 may promote TMJOA progression by regulating miR-26a-5p/wnk1, but further research is needed. KEGG analysis of the target genes showed that endocytosis, salmonella infection, phagosome and ubiquitin-mediated proteolysis are involved in TMJOA. Previous studies have suggested that the biological process of ubiquitination leads to OA by regulating the expression of inflammatory cytokines (Radwan et al., 2015; Ge et al., 2021). Zucker-Franklin (1966) showed that phagosomes participate in the regulation of synovial fluid leukocytes during RA development. Endocytosis, infection and phagosomes have not been studied in TMJOA. GO and KEGG enrichment analyses of the target genes may provide a new idea for exploring the mechanism of TMJOA.

However, this study has some limitations. To determine the direct pathological cause of cartilage damage, we extracted condylar cartilage rather than other tissues or blood for whole-transcriptome sequencing. The surface of the TMJ is fibrocartilage and subchondral bone, which are sensitive to stress. Mechanical stimulation is considered the key factor in the development of TMJOA. The UAC model we selected is a well-developed model that is used to establish TMJOA, and this model provides a better approach for modeling abnormal mechanical stimulation. There are many modeling methods, and the differences in the sequencing results from different models need to be verified in subsequent experiments. Due to the large amount of information obtained from the sequencing results, we did not verify the expression levels of all the DEGs. In addition, this study is only a preliminary exploration, and the results will be verified by subsequent experiments.

In our study, we found several genes that may play an important role in the occurrence and development of TMJOA. Further studies using various knockdown or knock-in strategies to test the functional roles of these genes are needed to better understand their role in TMJOA. The ceRNA network suggested underlying molecular mechanisms, such as the lncRNAs Chtop/miR-653–3p/Nrf1, circRNA1531/miR-9a-5p/Dnmt3a, and miR-26a-5p/wnk1, which may play important regulatory roles in TMJOA. Further studies using various knockdown or knock-in strategies and luciferase assays or PCR assays were performed to verify these mechanisms. In addition, the ceRNA mechanisms need to be further elucidated by *in vivo* experiments to provide more evidence.

## 5 Conclusion

In this study, we identified the expression profiles of DElncRNAs, DEcircRNAs, DEmiRNAs and DEmRNAs that may be associated with TMJOA progression. We found that the immune response, apoptosis, depression, and PPAR signaling pathways are closely related to TMJOA development. In addition, this study constitutes the first exploration of the potential functions of ncRNAs in TMJOA by constructing a ceRNA network using circRNAs and lncRNAs. Our study provides novel insight into TMJOA based on the ceRNA regulatory network. However, the roles of lncRNAs and circRNAs in TMJOA development need to be further studied and confirmed *in vivo* and *in vitro*.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE207463.

How the deposited data were processed for this re-analysis (not part of the article)

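RNA of condylar cartilage from 3 CON and 3 UAC libraries was compared, UAC minus CON, with every library used once and no library left out of the main tests. The authors trimmed the reads with cutadapt (1.9 in the submitters' notes), checked them with FastQC, mapped them with Bowtie2 and Hisat2, assembled each library with StringTie, merged the assemblies with Perl scripts and took expression from StringTie and edgeR. The versions of the mappers, the genome build and the circRNA caller are not given in the sources used here. The deposited gene file holds whole-number counts and FPKM per gene, and the deposited lncRNA file holds FPKM per transcript, in which the authors listed absent transcripts at 0.0001. The deposited circRNA file holds junction read counts and a score, SRPBM, spliced reads scaled to the mapped reads of the library, which the authors made from the counts with a single factor per library. The deposited lncRNA file also holds mean read coverage per transcript, which the authors took from StringTie without scaling for depth and which was not used here.

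Of 44746 genes in the file, 29796 are assembled genes without an Ensembl ID and 38852 carry a symbol. The 30668 genes with a mean FPKM of at least 0.1 were tested, of which 15001 are protein coding. Counts were fitted with edgeR 4.0.16 (TMM factors, quasi-likelihood test), since the gene file was found to hold counts. lncRNA transcripts with a mean FPKM of at least 0.1 were fitted with limma 3.58.1 (trend, not robust) on log2 of FPKM plus 0.1. circRNA counts passed edgeR's filterByExpr and were fitted as the genes were. Benjamini-Hochberg adjustment ran over all features of a class, with a threshold of 0.05, and the study's thresholds (unadjusted p under 0.05 and an absolute log2 fold change above 1) were counted beside it. Standard errors of edgeR's log2 fold changes were taken from the unshrunk coefficient and the F statistic. A fold against a group with 0 counts in all 3 libraries is a lower bound against a floor of 3 counts over the group.

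A total of 31 gene lists (pathways, cell types and processes), the tests, the alternatives and the rule for named genes were fixed before the deposited values were examined. By then the values of the paper's own genes in its Tables S1 and S2, made from these libraries, had been seen. The lists cover cartilage matrix, hypertrophy and mineralization, matrix proteases, superficial zone, interferon response, B cells, plasma cells, T and NK cells, neutrophils, macrophages and monocytes, mast cells and basophils, erythroid cells, muscle, adipocytes, PPAR signaling, osteoblasts, osteoclasts, endothelium and pericytes, nerve and Schwann cells, chaperones, immediate-early genes, apoptosis, natural killer cell cytotoxicity, tyrosine metabolism, long-term depression, mineral absorption, mitophagy, Wnt signaling, proliferation, cytokines and mitochondrial transcripts. Of the mitochondrial list 0 genes were tested, so 30 lists were tested. Each list was tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists, and again with an estimated correlation and with fry. The 9 GO terms that the paper names were tested in the same way on the annotation in the gene file, with Fisher's exact test over all 30668 tested genes as background, of which 12777 carry a GO term. A symbol was paired with the assembled gene that holds an Ensembl transcript, protein coding where there was a choice, and among those with the highest mean FPKM.

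Named genes are those the paper names, the 12 genes per direction with the largest change among those called with groups apart and a mean FPKM of at least 1, filled up from the study's thresholds by the smallest p, up to 4 members with the smallest p per list, and 5 lncRNA transcripts and 5 circRNAs per direction. The values of the paper's own genes in Tables S1 and S2 had been seen before the rule was written. Genes named outside it are the most abundant members of 4 lists (Acta1 and Mb among them) and the other transcripts of the locus LOC102549714, chosen after their values were seen. Clustering used average linkage on 1 minus the Pearson correlation of log2 of FPKM plus 0.1.

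Alternatives were other filters, scaling by median ratios, a robust fit, a block by replicate number, each library left out in turn, other set tests (fgsea 1.28.0 for 3 pathways), and for lncRNA transcripts other pseudocounts and quantile normalization. Pseudocounts and quantile normalization do not apply to a test on counts, so for genes they were run as limma fits on FPKM, chosen after seeing the data. DESeq2 1.42.0 was an alternative set in advance for circRNAs and was added for genes after seeing the data, as were edgeR's own filter, pathway membership from the gene file, the immune GO terms with no immunoglobulin gene, and mapped read totals for circRNAs. The block was not used in the main tests. The steps were tested on simulated data, made from the counts and FPKM with known changes: of 100 genes changed 2-fold edgeR called 7 at an adjusted p under 0.05, and of 100 changed 4-fold 48. The same numbers for lncRNA transcripts in limma were 17 and 50. The analysis ran in R 4.3.3 and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. miRNAs, the ceRNA network, qRT-PCR and histology were not analysed here, and of Tables S1 and S3 only part was in the copies used.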

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

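The comparisons of the erythroid, endothelium and muscle lists below were chosen only after the result was seen, while the test of partners on the other strand was not. The neutrophil and mast cell lists, Morf4l2, ciRNA56 and the lists of the last paragraph came up because they differed between UAC and CON and the paper's text does not treat them, apart from Cryab and Hspa1b among the chaperones. Muscle terms are named in the paper, and the muscle list is weighed here because its level differed widely between the UAC libraries.

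Lists of neutrophils and of mast cells and basophils had median log2 fold changes of 0.42 (0.26 without UAC replicate 1) and 0.50 (0.21 without CON replicate 1), beside those of T and NK cells and plasma cells. A lower share of cartilage and bone cells in the UAC tissue could raise the markers of other cell types. The endothelium list's median lay below that of the neutrophil list (difference -0.68, -0.76 to -0.49 without 1 library). Vessels also lie in bone, and the osteoclast and osteoblast lists fell too, with medians of -0.29 and -0.18. The comparison therefore cannot decide on a lower share of cartilage and bone cells, which stays open. More bone marrow left on the UAC tissue may account for the pattern, and it cannot be told apart from a change in the joint, since the erythroid median minus the neutrophil median was -0.31 but went from -0.45 to 0.14 without 1 library. The most abundant transcripts were S100a9 at 816 ± 71.4 FPKM in CON and 1041 ± 412 in UAC for neutrophils, and the alpha globins Hba-a2;Hba-a1 at 2573 ± 863 and 3112 ± 409.5 FPKM for erythroid cells (mean ± SD, n = 3). An entry of immune cells under the crossbite itself stays among the open explanations, as untested.

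The skeletal and cardiac muscle list was lower in UAC over the group, but the range of its median level over the 3 UAC libraries, 1.97 on the log2 scale, was larger than the difference between the group means, -0.57. That is what muscle left on the tissue in varying amounts would give, so this may account for the pattern. The range is also what prompted the question, so it is no separate test of this explanation. Tnnt1, Myom3 and Csrp3 were at 0.432, 0.441 and 0.637 FPKM in UAC replicate 1 although the list was high there. They were named for being among the smallest p in the list, which favors low values in every UAC library. Their values in this single library therefore exclude nothing. A change of muscle fibers under the crossbite was not tested and stays open.

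Of the genes at the study's thresholds, 113 overlap another assembled gene on the other strand over at least 50% of their length, those opposite Farp1, Eif4g3 and Myo1e among them. If reads had been counted for the opposite strand in the other group, partners would move in opposite directions, and 45 of them did, or 39.8% (exact 95% interval 30.7% to 49.5%). A shift of reads at most of these loci was predicted to put the share above 50%, and the interval lay below that. Partners on the same strand moved in opposite directions in 32.9% (exact 95% interval 22.1% to 45.1%), so 50% is not a secure baseline for overlapping genes. The comparison argues against a shift at most of these loci and cannot decide on a shift at some of them. It excludes nothing for the 4 genes called at an adjusted p under 0.05 that have such a partner, since the partners' log2 fold changes had the other sign, at 0.07 and 0.30 for the 2 partners at Farp1, 0.22 at Eif4g3, -0.13 at Myo1e and 1.89 for MSTRG.3688 opposite MSTRG.3687 (in this order unadjusted p = 0.537, 0.0896, 0.0359, 0.132 and 0.00109 from edgeR). Only the partners at Eif4g3 and MSTRG.3687 passed an unadjusted p under 0.05. For these 4 genes the explanation stays open, as does a change under the crossbite, which was not tested.

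Morf4l2, a gene the paper does not discuss, had a log2 fold change of 2.04. The intronic ciRNA56 had a mean of 53 junction reads per CON library and 0 in UAC. Chaperones had a median log2 fold change of -0.25, and endothelium and pericytes -0.27. Osteoclasts had -0.29, osteoblasts and osteocytes -0.18 (-0.12 without CON replicate 2 and -0.12 without UAC replicate 2), and chondrocyte hypertrophy and mineralization -0.18. Nerve and Schwann cells had -0.25, and the superficial zone and fibrous layer -0.15 (-0.07 without CON replicate 2, -0.08 without UAC replicate 2 and -0.28 without UAC replicate 3). These list calls were made with camera and were lost with an estimated correlation, at adjusted p of 0.207 to 0.495. Mixed splits of the libraries called 2 to 18 lists at the preset correlation, and CON against UAC called 17.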

How the results depend on the processing

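DESeq2 and the limma fits for genes, pathway membership from the gene file and the immune GO terms with no immunoglobulin gene were tests chosen only after the result was seen. Where a cause is not named, the cause was not tested.

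Genes at an adjusted p under 0.05 numbered 6 in edgeR, the same 6 with no filter, with scaling by median ratios, with a robust fit and with edgeR's own filter. They were 2 with a minimum mean FPKM of 1 (fewer genes tested), 358 in DESeq2, 3 in limma on log2(FPKM + 0.1), 2 with a pseudocount of 1, 1 with 0.01 and 1 after quantile normalization, and 5 to 14 without 1 library. The 577 genes at the study's thresholds became 321 with a minimum mean FPKM of 1 and 175 in limma with a pseudocount of 1, and the 192 protein-coding genes 96 and 69, and 173 to 307 without 1 library. lncRNA transcripts at an adjusted p under 0.05 were 1, with 2 at a pseudocount of 1 and 1 to 6 without 1 library, and the 352 at the study's thresholds became 123 at a pseudocount of 1 and 211 with a minimum mean FPKM of 1. The 2 circRNAs at an adjusted p under 0.05 in edgeR were 6 with no filter, 0 (12 at an unadjusted p under 0.05) among those detected in all 6 libraries, 3 in DESeq2 and 0 to 4 without 1 library, and the 4 at the study's thresholds were 72 with no filter and 9 among those detected in all 6 libraries. Detection in all 6 libraries leaves out ciRNA56 and circRNA1488 by rule, since both had 0 reads in each UAC library.

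Of 17 lists called by camera, 0 were called with an estimated correlation and 0 with fry. The adjusted p with an estimated correlation were chondrocyte hypertrophy and mineralization 0.364, matrix proteases and inhibitors 0.445, superficial zone and fibrous layer 0.495, interferon response 0.349, plasma cells 0.495, T and NK cells 0.215, neutrophils 0.215, mast cells and basophils 0.215, skeletal and cardiac muscle 0.495, adipocytes 0.207, osteoblasts and osteocytes 0.310, osteoclasts 0.215, endothelium and pericytes 0.207, nerve and Schwann cells 0.207, heat shock proteins and chaperones 0.207, natural killer cell cytotoxicity 0.431, Wnt signaling 0.495. With fry they were chondrocyte hypertrophy and mineralization 0.203, matrix proteases and inhibitors 0.233, superficial zone and fibrous layer 0.323, interferon response 0.178, plasma cells 0.323, T and NK cells 0.113, neutrophils 0.143, mast cells and basophils 0.143, skeletal and cardiac muscle 0.470, adipocytes 0.0920, osteoblasts and osteocytes 0.143, osteoclasts 0.0920, endothelium and pericytes 0.0920, nerve and Schwann cells 0.109, heat shock proteins and chaperones 0.0624, natural killer cell cytotoxicity 0.285, Wnt signaling 0.323. A minimum mean FPKM of 1 ended the calls of plasma cells 0.121, T and NK cells 0.0614, adipocytes 0.116, nerve and Schwann cells 0.124, Wnt signaling 0.0810, made that of macrophages and monocytes (0.0246), and turned the direction, with no call, of B cells (0.771), PPAR signaling (0.308) and cytokines (0.811). Scaling by median ratios ended the call of Wnt signaling (0.0526). Fgsea gave natural killer cell cytotoxicity 0.520 and tyrosine metabolism 0.612, and pathway membership from the gene file gave apoptosis 0.663, the last 2 with the direction turned and no call. Without 1 library 13 to 19 lists were called, and adjusted p ran from lowest to highest as follows: cartilage matrix 0.00140 to 0.941, chondrocyte hypertrophy and mineralization 1.08e-04 to 0.103, matrix proteases and inhibitors 0.0181 to 0.207, superficial zone and fibrous layer 4.04e-04 to 0.246, B cells 6.67e-06 to 0.825, plasma cells 0.00221 to 0.358, macrophages and monocytes 0.0181 to 0.397, erythroid cells 8.88e-07 to 0.717, PPAR signaling 0.564 to 0.808, immediate-early genes 0.397 to 0.958, natural killer cell cytotoxicity 0.00215 to 0.207, tyrosine metabolism 0.646 to 0.797, mineral absorption 0.304 to 0.898, Wnt signaling 0.00705 to 0.355, proliferation 0.0463 to 0.759, inflammatory cytokines and chemokines 0.541 to 0.882. Proliferation reversed without CON replicate 2, lower in UAC at 0.0463. Of 8 GO terms called, 5 were called with an estimated correlation, which ended innate immune response (0.0558), muscle contraction (0.212) and transition between fast and slow fiber (0.0648), and fry ended muscle contraction (0.208). With no immunoglobulin gene, complement activation was lost (0.878) and extracellular space turned down with no call (0.0743).

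Same-numbered CON and UAC libraries did not pair (Pearson r across genes of -0.0163, -0.00642 and -0.0273 after each group's mean was removed), and none correlated best with its own number. With a block by replicate number, edgeR called 0 genes (2207 at an unadjusted p under 0.05) and 0 circRNAs (2 at an unadjusted p under 0.05 and 2 at the study's thresholds), and the calls of plasma cells (0.0552) and Wnt signaling (0.0606) ended. Pseudocounts and quantile normalization planned for gene counts and circRNA counts do not apply to a test on counts and were not run in that form. Of the circRNAs 73.4% were seen in 1 library alone, and whether more depth would change that was not tested.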

Differences from the paper's values

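Of the tests below, DESeq2, edgeR's own filter and the limma fits for genes and the mapped read totals for circRNAs were chosen only after the result was seen.

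At the paper's stated thresholds, 67 protein-coding genes were lower in UAC here, and the paper's value is 35. All alternatives set before the data were examined still differ: 107 with no filter, 17 with a minimum mean FPKM of 1, 67 with median-ratio scaling, 60 with a robust fit, 67 with the replicate block and 54 to 191 without 1 library. Of 6 settings chosen after seeing the values, DESeq2 (71), edgeR's own filter (78) and limma with a pseudocount of 1 (6) still differ. Limma on log2 FPKM comes within 1.5 times the paper's value with 47 at a pseudocount of 0.1, 48 at 0.01 and 51 after quantile normalization, and of the 38 genes in the paper's Table S2 these fits drop 20, 19 and 22, where edgeR drops 9. The paper's 112 and 35 genes do not add up to its total of 137.

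For lncRNA transcripts the values here were 243 higher, 109 lower and 352 in all, and the paper's values are 77, 55 and 132. With a pseudocount of 1, set before the data were examined, the 3 counts (80, 43 and 123) no longer differ, and with a minimum mean FPKM of 1 the count of lower transcripts (61) does not, while the higher (150) and all (211) do. The others set before the data were examined still differ in all 3 counts: a pseudocount of 0.01 (247, 99 and 346), no filter (241, 112 and 353), median-ratio scaling (191, 148 and 339), quantile normalization (181, 156 and 337), a robust fit (217, 100 and 317), the replicate block (228, 112 and 340) and each fit without 1 library (225 to 299, 89 to 190 and 344 to 422).

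For circRNAs the values here were 2 higher, 2 lower and 4 in all, and the paper's values are 14, 15 and 29. None of the alternatives set before the data were examined comes within 1.5 times of them: no filter (31, 41 and 72), detection in all 6 libraries (8, 1 and 9), DESeq2 (3, 3 and 6), the replicate block (1, 1 and 2) and each fit without 1 library (1 to 2, 2 to 4 and 3 to 5). Mapped read totals, chosen after seeing the values, gave 2, 2 and 4.

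The paper gives Col2a1 and Aggrecan, from a supplementary figure, as lower in UAC, and in the sequencing data here the log2 fold changes were -0.03 for Col2a1 and 0.05 for Acan (adjusted p = 0.985 and 0.973 from edgeR). The assay behind that figure is not given in the sources used here, so whether both measured the same was not tested. The paper gives Nrf1 as lower in TMJOA, and the log2 fold change here was -0.14 with an adjusted p of 0.831 from edgeR, too small to call. The paper lists RT-qPCR primers for Nrf1, and its text does not say which assay that statement rests on. The paper counts Nr4a3 among its raised genes, and its log2 fold change of 0.97 here misses the threshold, which is passed in 3 of 12 alternatives, while the log2 ratio of mean FPKM, 1.03, equals the value in the paper's table and passes it. The paper names PPAR signaling, mineral absorption and long-term depression among its enriched pathways and apoptosis and tyrosine metabolism in its set test, and none of these lists was called here by camera (adjusted p of 0.821, 0.570, 0.532, 0.431 and 0.847), while Adipoq, the paper's own PPAR gene, had the paper's direction at 2.32. For the first 3, the paper's pathway enrichment starts from its differential genes, while camera tests a shift of the whole list, so the measures differ. For apoptosis and tyrosine metabolism the paper ran GSEA. The nearest test here, fgsea on the log2 fold change, gave enrichment scores of 0.476 and 1.02 (adjusted p = 0.998 and 0.612 from fgsea). The lists here are not the pathway sets of the gene annotation, which held 125 tested apoptosis genes against 74. Fisher's exact test was not used on these lists. At the study's thresholds 4 of 56 PPAR signaling genes and 1 of 35 mineral absorption genes were higher, and 1 of 54 long-term depression genes lower. Of all 30668 tested genes, 368 were higher and 209 lower. Among the paper's GO terms extracellular space was called by Fisher's exact test and not by camera. The paper gives lncRNA-COX7A1 and lncRNA-CHTOP as lower, in RT-qPCR as well as in sequencing. Here they had that direction and did not pass the study's thresholds in the main fit, made with limma where the paper used edgeR. Both passed without CON replicate 3. That library is the CON library at the level of UAC for both transcripts, so passing without it is not independent evidence. RT-qPCR was not analysed here. The paper describes the groups as separate in clustering, and on all tested genes UAC replicate 1 stood apart from the other 5 libraries here. Among those 5, the CON libraries joined each other, and UAC replicates 2 and 3 joined each other, before the groups met. On the genes at the study's thresholds the groups separated.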

Other observations

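Tests chosen only after the result was seen are named where they stand, and the counts over other splits were not among them.

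Transcripts of bone cells fell as lists in UAC by camera at its preset correlation. At that setting mixed splits called 2 to 18 lists, and CON against UAC called 17. Tcirg1, a subunit of the proton pump of osteoclasts, was at 17.7 ± 0.156 FPKM in CON and 14.1 ± 0.674 FPKM in UAC, and Ctsk, their collagen-degrading protease, at 1269.9 ± 123 FPKM in CON and 1021 ± 70.5 FPKM in UAC (mean ± SD, n = 3 each). Of 20 osteoclast genes, 2 of which are also proteases of the matrix list, there were 1 higher and 8 lower at an unadjusted p under 0.05 from edgeR, 1 and 5 adjusted over the list alone (adjusted p = 2.24e-05 from camera, and adjusted p = 0.215 with an estimated correlation, and 1.31e-05 to 0.215 over all alternatives). Ibsp, a protein of mineralized matrix, was at 529.7 ± 14.0 FPKM in CON and 367 ± 13.8 FPKM in UAC, and Mmp13, a collagenase of hypertrophic cartilage, at 501 ± 35.1 FPKM in CON and 378 ± 58.3 FPKM in UAC. The 21 genes of osteoblasts and osteocytes, 5 of them shared with hypertrophy, had 0 higher and 5 lower at an unadjusted p under 0.05 from edgeR, 0 and 1 adjusted over the list alone (adjusted p = 4.96e-05 from camera, and adjusted p = 0.310 with an estimated correlation, and 1.68e-05 to 0.310 over all alternatives). For the 16 genes of chondrocyte hypertrophy and mineralization there were 0 higher and 4 lower at an unadjusted p under 0.05 from edgeR, 0 and 1 adjusted over the list alone (adjusted p = 3.79e-04 from camera, and adjusted p = 0.364 with an estimated correlation, and 1.08e-04 to 0.364 over all alternatives), and the call was lost without UAC replicate 1 (adjusted p = 0.103). The 24 matrix proteases and inhibitors, with Mmp10 at 0.339 ± 0.0270 FPKM in CON and 0.698 ± 0.0593 FPKM in UAC, had a median log2 fold change of -0.15, with 2 higher and 6 lower at an unadjusted p under 0.05 from edgeR, 0 and 0 adjusted over the list alone (adjusted p = 0.0345 from camera, and adjusted p = 0.445 with an estimated correlation, and 0.0181 to 0.445 over all alternatives), and were not called without CON replicate 1 (0.0515), CON replicate 2 (0.135) or UAC replicate 1 (0.207). Postn, a matrix protein of fibrous tissue, was at 758 ± 105 FPKM in CON and 552 ± 97.0 FPKM in UAC, and the 18 genes of the superficial zone and fibrous layer had 0 higher and 2 lower at an unadjusted p under 0.05 from edgeR, 0 and 0 adjusted over the list alone (adjusted p = 0.00882 from camera, and adjusted p = 0.495 with an estimated correlation, and 4.04e-04 to 0.495 over all alternatives), not called without CON replicate 2 (0.246) or UAC replicate 2 (0.151).

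Endothelial, nerve and chaperone lists fell as well by camera at its preset correlation. Plvap, a protein of fenestrated endothelium, was at 14.3 ± 0.880 FPKM in CON and 10.3 ± 1.56 FPKM in UAC, but Gpihbp1, a protein of capillary endothelium that binds lipoprotein lipase, at 0.857 ± 0.170 FPKM in CON and 2.01 ± 0.665 FPKM in UAC. Of 23 genes of endothelium and pericytes there were 1 higher and 8 lower at an unadjusted p under 0.05 from edgeR, 1 and 7 adjusted over the list alone (adjusted p = 1.73e-05 from camera, and adjusted p = 0.207 with an estimated correlation, and 5.34e-06 to 0.207 over all alternatives). S100b, a marker of Schwann cells that chondrocytes also express, was at 48.6 ± 9.42 FPKM in CON and 31.9 ± 8.27 FPKM in UAC, and the 13 genes of nerve and Schwann cells, with Gria1 and Nrxn3 from the paper's Table S2, had 0 higher and 4 lower at an unadjusted p under 0.05 from edgeR, 0 and 3 adjusted over the list alone (adjusted p = 5.20e-04 from camera, and adjusted p = 0.207 with an estimated correlation, and 2.24e-04 to 0.207 over all alternatives), not called with a minimum mean FPKM of 1 (0.124). Dnaja1 and Hsph1, partners of Hsp70, were at 41.5 ± 2.49 FPKM in CON and 29.6 ± 0.978 FPKM in UAC and at 17.4 ± 1.99 FPKM in CON and 11.6 ± 1.12 FPKM in UAC. The 39 chaperones, which include Cryab and Hspa1b that the study picked, had 0 higher and 17 lower at an unadjusted p under 0.05 from edgeR, 0 and 11 adjusted over the list alone (adjusted p = 8.13e-10 from camera, and adjusted p = 0.207 with an estimated correlation, and 7.51e-10 to 0.207 over all alternatives). Col2a1, the main collagen of cartilage, was at 1447 ± 401 FPKM in CON and 1448 ± 485 FPKM in UAC, and Acan, its main proteoglycan, at 230.2 ± 38.0 FPKM in CON and 244 ± 73.2 FPKM in UAC. The 25 cartilage matrix genes had a median log2 fold change of 0.05 and were not called (adjusted p = 0.543 from camera, and adjusted p = 0.902 with an estimated correlation, and 0.00140 to 0.941 over all alternatives), except without UAC replicate 1 (adjusted p = 0.00140, higher in UAC), with medians of -0.07 without CON replicate 3 and -0.13 without UAC replicate 2, and Cytl1, a cytokine-like protein of chondrocytes, was at 4.29 ± 2.03 FPKM in CON and 18.2 ± 9.23 FPKM in UAC. Immediate-early genes had a median of -0.03, a mean of 0.00 and the direction down over 34 genes, with 3 higher and 2 lower at an unadjusted p under 0.05 from edgeR, 0 and 1 adjusted over the list alone (adjusted p = 0.847 from camera, and adjusted p = 0.902 with an estimated correlation, and 0.397 to 0.958 over all alternatives), where Ccn2, a matrix protein induced by load and TGF-beta, was at 55.4 ± 7.64 FPKM in CON and 117 ± 40.1 FPKM in UAC and Egr1, an early transcription factor, at 6.76 ± 0.769 FPKM in CON and 4.53 ± 0.203 FPKM in UAC. Proliferation genes had a median of 0.02 over 27 genes (adjusted p = 0.571 from camera, and adjusted p = 0.902 with an estimated correlation, and 0.0463 to 0.909 over all alternatives), and were lower in UAC without CON replicate 2. Cytokines and chemokines had a median of -0.05, a mean of 0.02 and the direction down over 24 genes (adjusted p = 0.821 from camera, and adjusted p = 0.902 with an estimated correlation, and 0.541 to 0.909 over all alternatives), but a median of 0.13 without CON replicate 2, with Cxcl12 at 24.9 ± 4.12 FPKM in CON and 34.7 ± 4.99 FPKM in UAC. Igf1, a growth factor, was at 16.1 ± 4.08 FPKM in CON and 14.9 ± 2.70 FPKM in UAC, its receptor Igf1r at 4.96 ± 0.0952 FPKM in CON and 5.45 ± 0.126 FPKM in UAC and the apoptosis inhibitor Bcl2 at 3.04 ± 0.417 FPKM in CON and 3.20 ± 0.205 FPKM in UAC.

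The 6 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The 6 genes at an adjusted p under 0.05 stand against at most 8 in another split, with 3 splits at 6 or more, the real split included, and the 577 genes at the study's thresholds against at most 488, with 1. For lncRNA transcripts the counts were 1 against at most 6, with 9 splits, and 352 against at most 290, with 1. For circRNAs they were 2 against at most 2, with 2 splits, and 4 against at most 2, with 1. The 17 lists called stand against at most 18, with 2 splits, and the 8 GO terms against at most 8, with 2. In the splits that mix CON and UAC, 8, 7, 7, 6, 7, 7, 6, 0 and 1 of the 9 GO terms were called. Most mixed splits thus called nearly as many terms as CON against UAC.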
